# Oncogenic β-catenin stimulation of AKT2–CAD-mediated pyrimidine synthesis is targetable vulnerability in liver cancer

**DOI:** 10.1073/pnas.2202157119

**Published:** 2022-09-19

**Authors:** Fangming Liu, Xiaochen Gai, Yuting Wu, Baohui Zhang, Xiaoyu Wu, Rongrong Cheng, Bufu Tang, Kezhuo Shang, Na Zhao, Weiwei Deng, Jie Chen, Zhengyi Zhang, Song Gu, Liang Zheng, Hongbing Zhang

**Keywords:** β-catenin, CAD, AKT2, pyrimidine synthesis, liver cancer

## Abstract

*CTNNB1*, encoding β-catenin protein, is the most frequently altered proto-oncogene in hepatic neoplasms. In this study, we studied the significance and pathological mechanism of *CTNNB1* gain-of-function mutations in hepatocarcinogenesis. Activated β-catenin not only triggered hepatic tumorigenesis but also exacerbated *Tp53* deletion or hepatitis B virus infection–mediated liver cancer development in mouse models. Using untargeted metabolomic profiling, we identified boosted de novo pyrimidine synthesis as the major metabolic aberration in β-catenin mutant cell lines and livers. Oncogenic β-catenin transcriptionally stimulated AKT2, which then phosphorylated the rate-limiting de novo pyrimidine synthesis enzyme CAD (carbamoyl-phosphate synthetase 2, aspartate transcarbamoylase, dihydroorotase) on S1406 and S1859 to potentiate nucleotide synthesis. Moreover, inhibition of β-catenin/AKT2-stimulated pyrimidine synthesis axis preferentially repressed β-catenin mutant cell proliferation and tumor formation. Therefore, β-catenin active mutations are oncogenic in various preclinical liver cancer models. Stimulation of β-catenin/AKT2/CAD signaling cascade on pyrimidine synthesis is an essential and druggable vulnerability for β-catenin mutant liver cancer.

## Significance

β-Catenin encoding gene *CTNNB1* is known as the most frequently mutated proto-oncogene in liver cancer. We report that active β-catenin is essential in initiation and advancement of hepatocarcinogenesis. As a transcriptional activator of AKT2, β-catenin potentiates AKT2 phosphorylation of CAD, which in return stimulates de novo pyrimidine synthesis and liver cancer development. β-Catenin, AKT2, and pyrimidine synthesis inhibitors are promising therapeutics for the treatment of oncogenic β-catenin–associated cancer.

Liver cancer is the sixth most common cancer and the third leading cause of cancer death worldwide (1). It is the second most lethal tumor after pancreatic cancer (2). Hepatic cancer is a heterogenous group of malignances ranging from hepatocellular carcinoma (HCC) (75 to 85%), intrahepatic cholangiocarcinoma (ICC) (10 to 15%), to several rare subtypes, such as hepatoblastoma (HB), the most common pediatric liver cancer (3). Its multifaceted etiologies include genetic aberrations, hepatitis B virus (HBV) or hepatitis C virus (HCV) infection, and chemical carcinogen induction. These complex pathological events are still not druggable. The knowledge of the molecular events governing tumor initiation and progression may aid the development of targeted therapies. Therefore, genetic alterations should be studied for their impacts on hepatocarcinogenesis.

Cancer is a genetic disease, which usually arises from synergistic interaction between activated proto-oncogenes and inactivated tumor suppressors. *CTNNB1* (coding for β-catenin) (22% mutation rate) and *TP53* (29% mutation rate) are the most frequently altered proto-oncogenes and tumor suppressor genes, respectively, detected mainly in HCC (https://cancer.sanger.ac.uk/cosmic/browse/tissue?wgs=off&sn=liver&ss=all&hn=all&sh=all&in=t&src=tissue&all_data=n) (4). Over half of HBs also harbor *CTNNB1* mutations (5). In addition, *CTNNB1* mutation is identified in more than 10% hepatocellular adenoma (HCA), which is a benign liver neoplasm with risk of malignant transformation (6). Mutations of exon 3 are the most common alterations of β-catenin in liver cancer (7). Phosphorylation of serine/threonine encoded by exon 3 of *CTNNB1* leads to ubiquitination-mediated degradation of β-catenin. Exon 3 variations protect β-catenin protein from degradation and in return constitutively turn on β-catenin signaling cascade (8, 9). Although activated β-catenin signaling is required for hepatic *APC* knockout mice to develop liver cancer (10), mice did not developed liver tumors 6 m after hepatic *Ctnnb1* exon 3 deletion (9). Thus, whether altered β-catenin is the cause or the consequence of liver cancer is largely unknown.

More than half of global HCC cases are HBV positive and 70 to 80% of HCC patients in HBV endemic regions are HBV positive (11). Since up to 10% Chinese are HBV carriers, half of HCC patients are in China (12). Liver cancer is the fourth most common cancer and the third leading cause of cancer death in China (13). Chronic hepatitis caused by HBV is thought to be the major cause of HCC. Given that only a small fraction of HBV-infected people develop hepatic cancer, additional genomic insults from ingestion of foods tainted with chemical carcinogens such as aflatoxins and excessive consumption of alcohol may contribute to eventual development of liver cancer in HBV carriers. For instance, 13.4 to 19% of liver cancer patients infected with HBV harbor *CTNNB1* mutations in tumor lesions (14, 15), suggesting a potential collaboration of these two pathological events in liver cancer development.

Metabolic aberration is a hallmark of cancer (16). Oncogenic mutations of proto-oncogenes or tumor suppressors reprogram metabolism to meet enhanced nutritional and growth requirements of unchecked cell proliferation and tumor growth (17). Liver is the major metabolic organ. The relationship between abnormal metabolism and hepatic cancer remains largely elusive. If mutated β-catenin contributes to hepatocarcinogenesis, elucidation of its downstream events such as aberrant metabolism and its governing signaling transduction pathway may provide novel targets for the treatment of liver cancer.

To establish the causative relationship between aberrant β-catenin activation and liver cancer, we not only dissected the role of *CTNNB1* mutation alone in liver carcinogenesis but also demonstrated its collusion with *Tp53* deletion or transgenic *HBV* in liver cancer propagation. Moreover, we identified oncogenic β-catenin–boosted de novo pyrimidine synthesis via stimulation of the AKT2–CAD (carbamoyl-phosphate synthetase 2, aspartate transcarbamoylase, dihydroorotase) signaling pathway in liver cancer development and its clinical significance in cancer treatment.

## Results

### Constitutively Activated β-Catenin Causes Hepatic Tumors.

Because exon 3 is the most common locus of *CTNNB1* mutation in cancer (7), exon 3–deleted mice are widely used for the study of β-catenin activation (9). To mimic *CTNNB1* active mutations in hepatoblastoma and HCC, we first generated albumin (Alb)-Cre–mediated hepatic *Ctnnb1* exon 3–deleted mice. However, these mice died within 20 to 30 d after birth with hepatomegaly (*SI Appendix*, Fig. S1 *A–C*). Since early mouse lethality due to high efficacy of β-catenin activation precluded us from using this model to study hepatocarcinogenesis, we inoculated 7-wk-old *β-catenin^lox(ex3)/+^* mice with *Cre*-adenoviruses (6 × 10^8^ pfu per mice) via tail vein injection to generate mosaic *Ctnnb1* exon 3 deletion in mouse livers (Fig. 1*A*). A total of 20 to 40% of *β-catenin^lox(ex3)/+^* mice died within 50 to 100 d after *Cre*-adenovirus incubation (*SI Appendix*, Fig. S1 *D–F*) (9). The remaining *β-catenin^lox(ex3)/+^* mice also had a shorter lifespan albeit at a slower pace (Fig. 1*B*). By 13 mo old of age, 73% (19/26) of the survived *β-catenin^lox(ex3)/+^* mice but not wild-type (WT) mice developed prominent liver tumors with activated β-catenin (Fig. 1 *C–F*). Among 19 tumor-bearing *β-catenin^lox(ex3)/+^* mice, three had benign neoplasms, eight had malignant ones, and the remaining eight mice had both types of tumors according to hematoxylin-eosin (H&E), reticular fiber, and CD34 stainings (Fig. 1*G* and *SI Appendix*, Table S1). Malignant lesions had strongly diffused staining of CD34 and reticulin widening, while benign lesions showed minimal/focal positivity of CD34 and relative normal reticulin staining. Positive Heppar1 and negative CK19 stainings indicated that the malignant tumors were HCC rather than ICC (Fig. 1*H*). As it took a long latency for mutant β-catenin to cause liver cancer, additional pathological events may have participated in this pathological process.

**Fig. 1.**
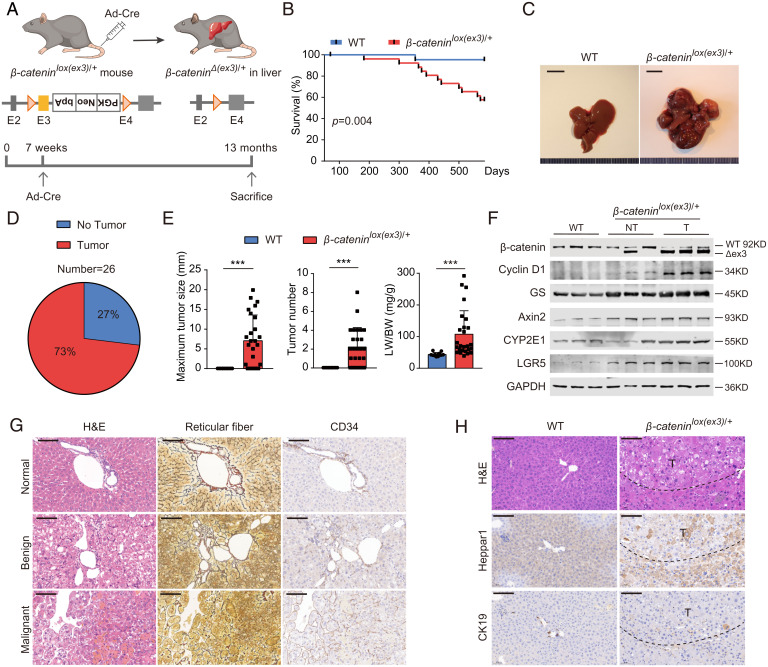
β-Catenin activation causes hepatic tumors. (*A*) Schematic illustration of *Cre*-adenovirus–induced β-catenin active mutation in mouse liver. (*B*) Survival of WT mice (*n* = 23) and *β-catenin^lox(ex3)/+^* mice (*n* = 27) 50 d post *Cre*-adenovirus tail vein injection. (*C*) Representative liver pictures of 13-mo-old mice. (*D*) Tumor incidence (at least one visible tumor nodule on the surface of liver) of 13-mo-old *β-catenin^lox(ex3)/+^* mice (*n* = 26). (*E*) The maximum liver tumor size (*Left*), tumor number (*Middle*), and ratio of liver weight to body weight (*Right*). WT mice (*n* = 12), *β-catenin^lox(ex3)/+^* mice (*n* = 26). Data are shown as mean ± SD. (*F*) Immunoblotting of mouse liver tissues. (*G*) Representative liver H&E, reticular fiber, and CD34 stainings of *β-catenin^lox(ex3)/+^* mice. (*H*) Immunohistochemistry stainings of mouse liver tissues. (Scale bar: 100 μm.) ***P < 0.001.

### Oncogenic β-Catenin Collaborates with Distinct Carcinogenic Factors in the Promotion of Hepatocarcinogenesis.

*CTNNB1* and *TP53* are the most commonly mutated proto-oncogenes and tumor suppressor genes in liver cancer. Guichard et al. reported that *CTNNB1* and *TP53* mutations were mutually exclusive, as only 2.4% (3/125) of HCC had co-occurrence of *CTNNB1* and *TP53* mutations, 11.5% (3/26) of *TP53* mutant HCC had *CTNNB1* mutations, and 7.3% (3/41) of *CTNNB1* mutant HCC had *TP53* mutation in that study (14). However, we found concomitant *CTNNB1* and *TP53* mutations in a bigger subset of liver cancers by analyzing the HCC sequencing data of 471 HCC cases compiled from several reports (15, 18–20). While only 7.5 to 11.3% of enrolled HCC had concurrent *CTNNB1* and *TP53* mutations and 10.2 to 20.2% of TP53 mutant HCC harbored *CTNNB1* mutations, half (46 to 53%) of *CTNNB1* mutant HCC carried *TP53* mutations (*SI Appendix*, Table S2) (15, 18–20), suggesting the critical role of *TP53* mutations in mutant *CTNNB1*-associated liver cancer, at least for HCC patients in China. To simulate this subtype of liver cancer, we crossed *Tp53^l/l^* mice with *β-catenin^lox(ex3)/+^* mice to generate *Tp53^l/l^; β-catenin^lox(ex3)/+^* mice. *Cre*-adenoviruses were then injected to mutate *Ctnnb1* and/or delete *Tp53* in liver accordingly (Fig. 2*A*). *Tp53^l/l^; β-catenin^lox(ex3)/+^* mice had shorter lifespans than *Tp53^l/l^* mice (Fig. 2*B*). *Tp53^l/l^; β-catenin^lox(ex3)/+^* mice but not *Tp53^l/l^* mice developed obvious liver tumors when they were 11.5 mo old (Fig. 2 *C* and *D*). These lesions were typical HCC with activated β-catenin (Fig. 2 *E* and *F*). We also generated heterozygous *Ctnnb1* exon 3–deleted mouse embryonic fibroblasts (MEFs) in *Tp53* null background from *Tp53^l/l^; β-catenin^lox(ex3)/+^* mouse embryos with addition of *Cre*-adenoviruses in cell culture (*SI Appendix*, Fig. S2*A*). Activated β-catenin and deleted TP53 MEFs exhibited stronger tumorigenic potential than TP53 null MEFs did in immunodeficient nude mice (*SI Appendix*, Fig. S2 *B–E*).

**Fig. 2.**
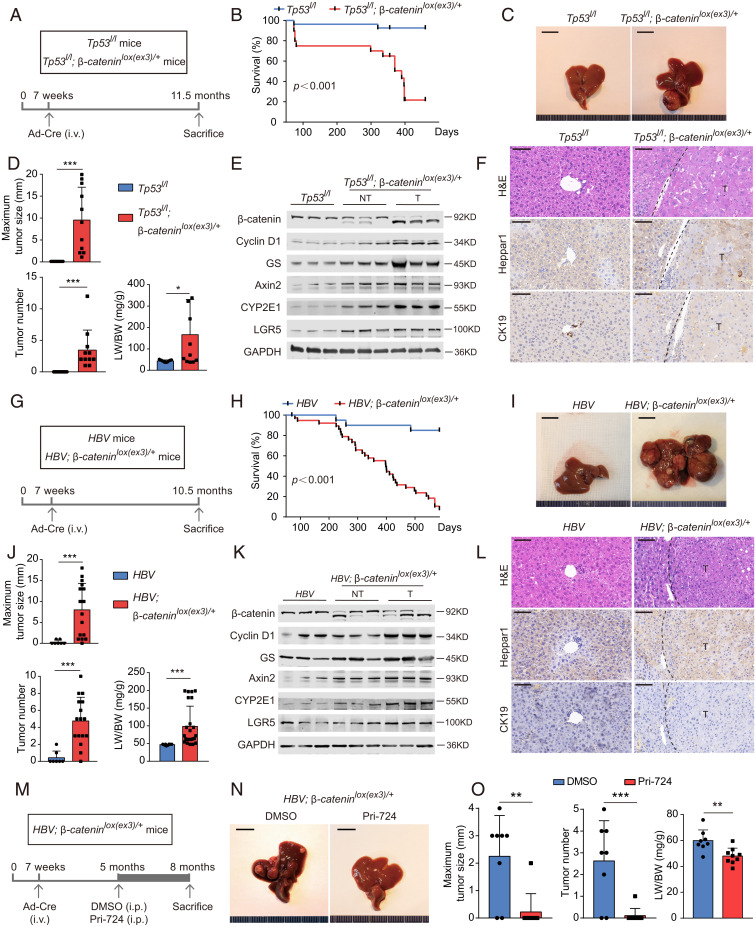
Oncogenic β-catenin colludes with distinct carcinogenic factors in furtherance of hepatocarcinogenesis. (*A–F*) β-Catenin activation and *Tp53* deletion in mice. (*A*) *Tp53^l/l^* and *Tp53^l/l^; β-catenin^lox(ex3)/+^* mice were injected with *Cre*-adenovirus via tail vein 7 wk after birth. (*B*) Survival of *Tp53^l/l^* mice (*n* = 27) and *Tp53^l/l^; β-catenin^lox(ex3)/+^* mice (*n* = 20). (*C–F*) Representative pictures (*C*), the maximum liver tumor size (*Upper*), tumor number (*Lower Left*), ratio of liver weight to body weight (*Lower Right*) (*D*), immunoblotting (*E*), and representative H&E, Heppar1 and CK19 stainings (*F*) of liver tissues from 11.5-mo-old mice. (*G–L*) Mutant β-catenin and transgenic HBV in mice. (*G*) *HBV* and *HBV; β-catenin^lox(ex3)/+^* mice were injected with *Cre*-adenovirus to generate *HBV* and *HBV* plus hepatic *β-catenin* mutant mice. (*H*) Survival of *HBV* mice (*n* = 21) and *HBV; β-catenin^lox(ex3)/+^* mice (*n* = 39). (*I–L*) Representative pictures (*I*), the maximum liver tumor size (*Upper*), tumor number (*Lower Left*), ratio of liver weight to body weight (*Lower Right*) (*J*), immunoblotting (*K*), and representative H&E, Heppar1 and CK19 stainings (*L*) of liver tissues from 10.5-mo-old mice. (*M–O*) Pri-724 treatment. (*M*) *HBV; β-catenin^lox(ex3)/+^* mice were injected with *Cre*-adenovirus by 7 wk, treated with vehicle (DMSO, dimethyl sulfoxide) or Pri-724 by 5 mo and killed by 8 mo after birth. (*N*) Representative liver pictures of 8-mo-old mice. (*O*) The maximum liver tumor size (*Left*), tumor number (*Middle*), and ratio of liver weight to body weight (*Right*) were analyzed. Data are shown as mean ± SD *P < 0.05, **P < 0.01, ***P < 0.001.

A total of 13.4 to 19% of liver cancer patients infected with HBV harbor *CTNNB1* mutations in tumor lesions (14, 15). To imitate this subset of HCC, we crossed *HBV* transgenic mice with *β-catenin^lox(ex3)/+^* mice to generate *HBV* mice and *HBV; β-catenin^lox(ex3)/+^* ones. These mice were then injected with *Cre*-adenoviruses to delete exon 3 of *Ctnnb1* in hepatocytes of *HBV; β-catenin^lox(ex3)/+^* mice (Fig. 2*G*). *HBV; β-catenin^lox(ex3)/+^* mice had a shorter lifespan compared to *HBV* transgenic mice (Fig. 2*H*) and developed HCC with activated β-catenin at age of 10.5 mo (Fig. 2 *I–L*).

Comparison of the survivals of various mouse models we generated revealed that *β-catenin^lox(ex3)/+^* mice appear to have shortened survival than that of *HBV* mice (*P* = 0.0645) or *Tp53^l/l^* mice (*P* = 0.0538) albeit without reaching statistical significance within the window of observation (*SI Appendix*, Fig. S3). Therefore, the relative potency of tumorigenic potential among β-catenin activation, transgenic HBV, and *Tp53* deletion in mice is inconclusive. Combination of either transgenic *HBV* and β-catenin activation or *Tp53* deletion and β-catenin activation was more potent than either transgenic *HBV*, β-catenin activation, or *Tp53* deletion alone in malignant transformation (*SI Appendix*, Fig. S3). Pri-724, a β-catenin inhibitor, blunted the tumor growth in *Cre*-adenovirus–inoculated *HBV; β-catenin^lox(ex3)/+^* mice without changes in mouse body weight (Fig. 2 *M–O* and *SI Appendix*, Fig. S4). Taken together, under various preclinical settings, oncogenic β-catenin promotes mouse hepatocarcinogenesis, which can be ameliorated by β-catenin inhibitor.

### Oncogenic β-Catenin Stimulates De Novo Pyrimidine Synthesis.

Liver is the major metabolic organ. Gain-of-function mutation of specific proto-oncogene often introduces metabolic vulnerabilities, which may be amenable to therapeutic intervention (16). To check oncogenic β-catenin–mediated cellular metabolic reprogramming without potential interference of nonactivated cells, we employed tamoxifen to induce expression of Alb-Cre recombinases to globally delete exon 3 of β-catenin in hepatocytes of *ERT2-Alb-Cre; β-catenin^lox(ex3)^*^/+^ mice (Fig. 3 *A* and *B* and *SI Appendix*, Fig. S5*A*). Untargeted metabolomic profiling was performed on both wildtype and *β-catenin^Δ(ex3)/+^* livers. Of 201 metabolites identified by liquid-chromatography (LC) mass spectrometry (MS) (Q-Exactive-plus), the abundances of 30 metabolites were different (*P* < 0.05) between wild-type and *β-catenin^Δ(ex3)/+^* livers (Fig. 3*C*). Because MEFs are widely used cell models for study of cell metabolism and signaling transduction (21, 22), we also carried out untargeted metabolomics for wild-type and β-catenin exon 3–deleted MEFs (*SI Appendix*, Fig. S5 *C* and *D*). Comparison of the metabolites enriched in *β-catenin^Δ(ex3)/+^* mouse livers and MEFs identified three most significantly elevated metabolites: carbamoyl-asp, dihydroorotate, and orotate, which are starting molecules for de novo pyrimidine biosynthesis pathway (Fig. 3*C* and *SI Appendix*, Fig. S5 *B*, *D*, and *E*).

**Fig. 3.**
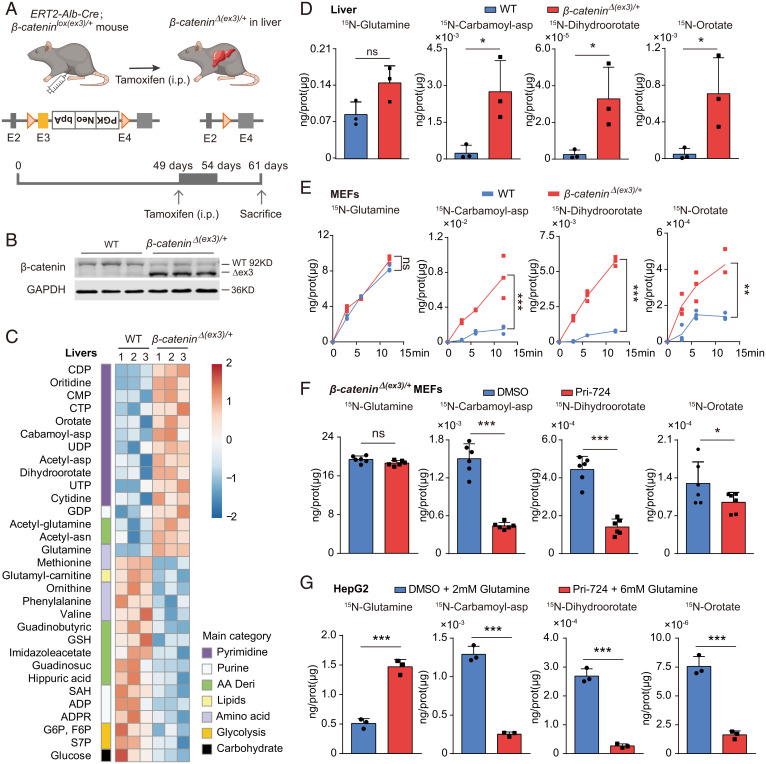
Oncogenic β-catenin stimulates de novo pyrimidine synthesis. (*A*) Generation of tamoxifen-induced hepatic β-catenin exon 3–deleted mice. Seven-week-old mice were injected with tamoxifen for 6 d and killed by day 12 for metabolic analysis. (*B*) Immunoblotting of WT and *β-catenin^Δ(ex3)/+^* livers. (*C*) Steady-state metabolite heatmaps of WT and *β-catenin^Δ(ex3)/+^* mouse livers. (*D*) ^15^N-labeled glutamine was used to trace pyrimidine synthesis in vivo. Abundance of ^15^N-labeled mouse liver metabolites 45 min after ^15^N-glutamine injection was analyzed. (*E*) The flux kinetics of ^15^N-labeled metabolites in MEFs at different time points after addition of ^15^N-glutamine. (*F* and *G*) Abundance of ^15^N-labeled metabolites. (*F*) *β-catenin^Δ(ex3)/+^* MEFs were treated with DMSO or Pri-724 (20 μM) for 24 h and a 12-min pulse labeling of ^15^N-glutamine (2 mM). (*G*) Pri-724–treated HepG2 cells were provided with excessive glutamine (6 mM) and DMSO-treated cells were provided with the standard dose of glutamine (2 mM). *P < 0.05, **P < 0.01, ***P < 0.001. Analysis was performed using *t* test. Data are shown as mean ± SD.

De novo pyrimidine biosynthesis is a synthetic pathway that fuses nitrogen/carbon from glutamine, bicarbonate (HCO_3_^–^), and aspartate with ribose-phosphate to form heterocyclic nucleotides (*SI Appendix*, Fig. S5*F*). To elucidate active β-catenin–mediated regulation of intermediates’ biosynthesis, we traced the metabolic flux in vivo by injecting WT and hepatic *β-catenin^Δ(ex3)/+^* mice with ^15^N-amide glutamine, which is incorporated into the pyrimidine ring. Incorporations of ^15^N into multiple intermediates of pyrimidine synthesis were enhanced in β-catenin mutant livers over their wild-type counterparts (Fig. 3*D*). Consistently, the dynamic relative flux with ^15^N-labeled carbamoyl-asp, dihydroorotate, and orotate was dramatically increased in *β-catenin^Δ(ex3)/+^* MEFs (Fig. 3*E*) and the enhancement was compromised by Pri-724 treatment (Fig. 3*F*). Neither glutamine uptake nor expression of glutamine transporters was obviously altered by β-catenin in livers and MEFs (*SI Appendix*, Fig. S5 *A* and *C*), suggesting that β-catenin–regulated flux is not due to the change of glutamine availability. Furthermore, Pri-724 blocked pyrimidine synthesis in *CTNNB1* exon 3–deleted human HB cells (HepG2) and mouse HCC cells (Hepa 1-6) as well as human HCC cells (M97h and Huh7) (*SI Appendix*, Fig. S6).

It was reported that β-catenin transcriptionally activated GS (glutamine synthetase) to produce glutamine, which in turn activated mTOR in liver (23). S6K (P70S6K), the downstream effector of mTOR, potentiates pyrimidine synthesis (21). Therefore, we predicted that β-catenin stimulated pyrimidine synthesis through the potential GS-S6K connection. However, MEFs had no glutamate-derived glutamine and therefore no GS activity (*SI Appendix*, Fig. S5*G*), indicating that β-catenin might promote pyrimidine synthesis without GS involvement. Of note, the regulation of β-catenin on pyrimidine synthesis still existed after S6K depletion (*SI Appendix*, Fig. S6*E*). Moreover, the relative flux of pyrimidine synthesis was largely reduced by Pri-724 even in the presence of excessive glutamine (Fig. 3*G*). Therefore, oncogenic β-catenin stimulates pyrimidine synthesis without participation of the GS-S6K axis.

### β-Catenin Potentiates CAD Phosphorylation and Transactivates AKT2 Expression.

To identify the mechanism by which oncogenic β-catenin stimulates pyrimidine synthesis, we checked the state of CAD, DHODH (dihydroorotate dehydrogenase), and UMPS (uridine monophosphate synthetase), the critical enzymes in this pathway. However, the abundances of their transcripts and proteins were not altered by β-catenin (*SI Appendix*, Fig. S7 *A* and *B* and Fig. 4 *A* and *B*). Carbamoyl-asp and dihydroorotate are catalyzed by CAD, whose activity strongly depends on the phosphorylation levels of its distinct sites (24). Therefore, we compared phosphoproteome between wild-type and *β-catenin* mutant livers as well as wild-type and *β-catenin* mutant MEFs to identify potential β-catenin–regulated phosphorylation sites of CAD. Among the critical phosphorylation sites for CAD enzymatic activity, S1859 and S1406 were highly phosphorylated in β-catenin mutant livers and MEFs (*SI Appendix*, Fig. S7 *C* and *D* and Table S3). Furthermore, hyperphosphorylation of S1859 and S1406 was abolished by Pri-724 (*SI Appendix*, Table S3). Immunoblotting demonstrated β-catenin stimulation of S1859 and S1406 phosphorylation on CAD in livers, MEFs, HepG2, Hepa 1-6, M97h and Huh7 cells (Fig. 4 *A* and *B* and *SI Appendix*, Fig. S7*E*). Of note, Pri-724 abolished phosphorylation of S1859 and S1406 on CAD even in the absence of S6K (*SI Appendix*, Fig. S7 *F* and *G*). Taken into consideration of S6K phosphorylation of S1859 but not S1406 on CAD (21), our data suggest the existence of other kinases responsible for β-catenin–promoted CAD phosphorylation.

**Fig. 4.**
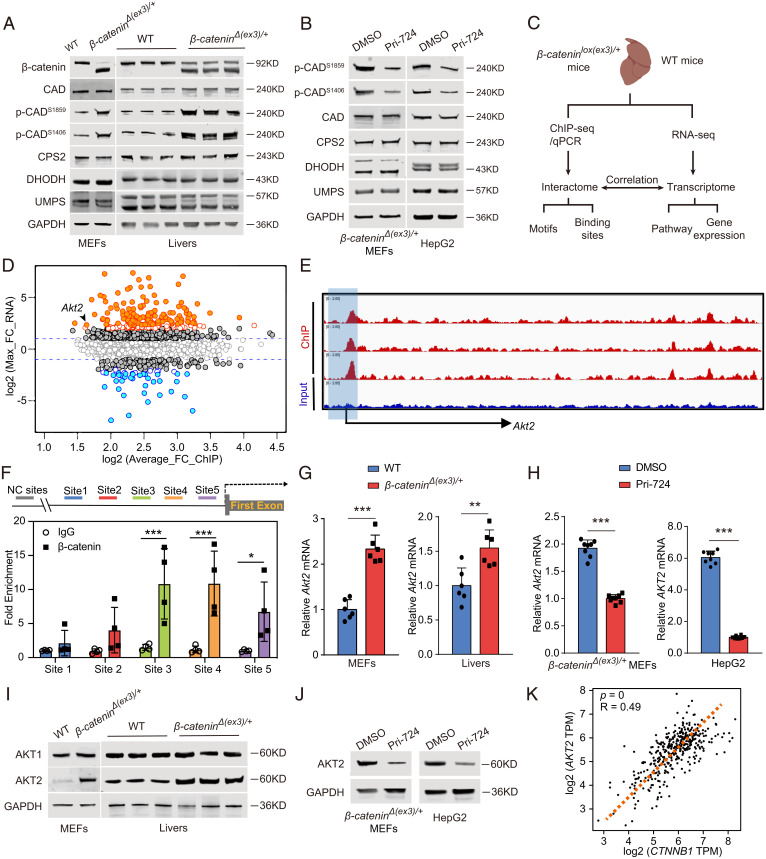
Oncogenic β-catenin potentiates CAD phosphorylation and promotes *Akt2* transcription. (*A*) Immunoblots of MEFs (*Left*) and livers (*Right*). (*B*) Immunoblots of *β-catenin^Δ(ex3)/+^* MEFs and HepG2 treated with DMSO or Pri-724. (*C*) Flowchart of RNA-seq and ChIP-seq of liver tissues. (*D*) Unbiased transcriptome analysis and interactome analysis by RNA-seq and ChIP-seq. (*E*) β-Catenin ChIP-seq profiles at *Akt2* loci. (*F*) β-Catenin ChIP-qPCR on *Akt2* promoter using various primers around peak sites from β-catenin ChIP-seq signals (*n* = 4 per group). Data are expressed as percent input retrieved, normalized to an upstream control site (NC site). (*G* and *I*) *Akt2* mRNA levels (*G*) and protein levels (*I*) in MEFs or mouse liver tissues. (*H* and *J*) *β-Catenin^Δ(ex3)/+^* MEFs or HepG2 were treated with DMSO or Pri-724, and qRT-PCR (*H*) or immunoblotting (*J*) was performed. (*K*) Correlation between *CTNNB1* and *AKT2* expression in human HCC. The original data were from TCGA database. *P < 0.05, **P < 0.01, ***P < 0.001. Analysis was performed using *t* test. Data are shown as mean ± SD.

Given that β-catenin is a transcriptional cofactor other than a protein kinase, we speculated that β-catenin promotes CAD phosphorylation by enhancing transcription of a potential CAD kinase(s). In quest of the putative kinase(s), we performed ChIP sequencing (ChIP-seq) and RNA-seq of mouse livers (Fig. 4*C*). β-Catenin possessed high specific chromatin association and potential transcriptional regulatory activity (*SI Appendix*, Fig. S8 *A–D*). 

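For the RNA-seq part of this experiment, RNA from the livers of 3 WT and 3 *β-catenin Δ(ex3)/+* mice was sequenced; the ChIP-seq is not analysed here. The *β-catenin Δ(ex3)/+* mice carry 1 β-catenin (*Ctnnb1*) allele without exon 3, and the sample labels give an age of 8 weeks. By the SI Appendix methods, differential expression was tested by the authors with DESeq2, and genes with a false discovery rate below 0.05 and an absolute fold change of at least 2 were taken as differentially expressed. The values deposited by the authors are FPKM, the fragments of a gene relative to the length of its transcripts and to all mapped fragments, for 31950 genes in each of the 6 livers. The paper's text does not name the aligner, the counting tool or the genome build; 28911 of the genes have the same start and end as in GENCODE M21, an annotation of the mouse build GRCm38. FPKM are not counts. The depth was therefore estimated from the steps between the low values of 8588 single-exon genes, as 24.7 M, 24.6 M and 24.4 M fragments in WT replicates 1 to 3 and 19.1 M, 16.9 M and 19.5 M in *β-catenin Δ(ex3)/+* replicates 1 to 3. Between 20.8% and 27.7% of the low values checked in a liver lay on such steps, against 4% by chance, so these depths are estimates.
The 13243 genes with a mean FPKM of at least 0.5 over the 6 livers were tested on the log2(FPKM + 1) scale with limma, with Benjamini-Hochberg adjustment and the thresholds of the SI Appendix methods. Fold changes on this scale understate the change of genes with low FPKM. Among 1854 genes with a mean FPKM of at least 20, the median coefficient of variation between replicates was 4.50% in WT and 3.31% in *β-catenin Δ(ex3)/+* livers. *Ctnnb1* (ENSMUSG00000006932, chromosome 9 from 120929216 to 120960507) had 25.9, 28.0 and 27.3 FPKM in WT replicates 1 to 3 and 25.4, 25.2 and 25.04 FPKM in *β-catenin Δ(ex3)/+* replicates 1 to 3. Its log2 fold change was -0.097 (standard error 0.042, limma adjusted p = 0.0935); the values are per gene, so the loss of exon 3 cannot be read from them. The sex of the mice is not stated in the paper's text or the sample labels. *Xist*, which is transcribed from the inactive X chromosome, had 21.2 ± 0.957 FPKM (SD, n = 3) in WT and 0.00913 ± 0.00796 FPKM (SD, n = 3) in *β-catenin Δ(ex3)/+* livers. The Y-linked gene *Eif2s3y* had 0.00563 ± 0.00975 FPKM (SD, n = 3) in WT and 9.51 ± 0.388 FPKM (SD, n = 3) in *β-catenin Δ(ex3)/+* livers.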

Consistent with a previous study (25), β-catenin–binding peaks were enriched in *Glul* and *Axin2* genomic loci (*SI Appendix*, Fig. S8*E*). RNA-seq analysis was validated by the presence of β-catenin classical target genes, including *Glul*, *Oat*, and *Axin2* among the differentially expressed genes (*SI Appendix*, Fig. S8 *F* and *G*). 

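With these thresholds 1680 of the genes tested were differentially expressed, 1082 higher and 598 lower in *β-catenin Δ(ex3)/+* than in WT livers. The pseudocount moved this number most, with 2705 differentially expressed genes at a pseudocount of 0.1. *Glul* (ENSMUSG00000026473, chromosome 1 from 153899944 to 153909723), which encodes glutamine synthetase, had 103 ± 1.25 FPKM (SD, n = 3) in WT and 626 ± 7.13 FPKM (SD, n = 3) in *β-catenin Δ(ex3)/+* livers, a log2 fold change of 2.59 (standard error 0.026, limma adjusted p = 3.37e-08). *Oat* (ENSMUSG00000030934, chromosome 7 from 132557478 to 132576398), which encodes ornithine aminotransferase, had 15.7 ± 0.752 FPKM (SD, n = 3) in WT and 608 ± 7.03 FPKM (SD, n = 3) in *β-catenin Δ(ex3)/+* livers, a log2 fold change of 5.19 (standard error 0.041, limma adjusted p = 1.28e-08). *Axin2* (ENSMUSG00000000142, chromosome 11 from 108920349 to 108950783) was expressed at a lower level, 1.11 ± 0.416 FPKM (SD, n = 3) in WT and 6.57 ± 0.601 FPKM (SD, n = 3) in *β-catenin Δ(ex3)/+* livers. Its log2 fold change was 1.86 (standard error 0.16, limma adjusted p = 0.000175). *Sp5* (ENSMUSG00000075304, chromosome 2 from 70474923 to 70477729), which is marked in Fig. S8G, had 0.690 ± 0.158 FPKM (SD, n = 3) in WT and 5.84 ± 0.366 FPKM (SD, n = 3) in *β-catenin Δ(ex3)/+* livers. Its log2 fold change was 2.02 (standard error 0.089, limma adjusted p = 1.01e-05). For each of these 4 genes every *β-catenin Δ(ex3)/+* liver was higher than every WT liver (two-sided exact permutation test, p = 0.1, the smallest p that 3 livers against 3 allow). With each liver left out in turn, the log2 fold change of *Axin2* ranged from 1.69 to 1.97. The paper takes the presence of *Glul*, *Oat* and *Axin2* among the differentially expressed genes as its check of the RNA-seq.

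**Figure D1:**
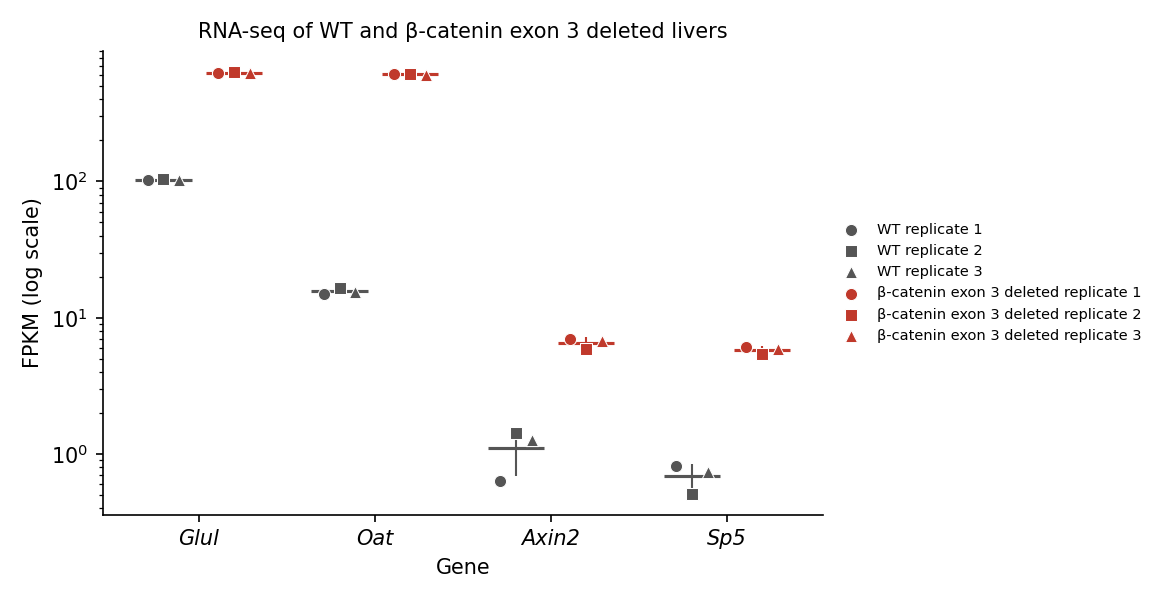
FPKM, on a log scale, of *Glul*, *Oat*, *Axin2* and *Sp5* in each WT (grey) and *β-catenin Δ(ex3)/+* (red) liver; symbols mark the replicate, horizontal lines the mean and vertical lines the SD of 3 livers. The *β-catenin Δ(ex3)/+* livers lie above the WT livers for each gene, at 618.7 to 632.9 FPKM against 102.4 to 104.6 FPKM for *Glul*.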

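*Akt2* (ENSMUSG00000004056, chromosome 7 from 27591552 to 27640826) had 2.69, 9.11 and 9.60 FPKM in WT replicates 1 to 3 and 15.0, 14.2 and 15.2 FPKM in *β-catenin Δ(ex3)/+* replicates 1 to 3. The means were 7.13 ± 3.85 FPKM (SD, n = 3) in WT and 14.8 ± 0.549 FPKM (SD, n = 3) in *β-catenin Δ(ex3)/+* livers, so that most of the spread came from WT replicate 1. Every *β-catenin Δ(ex3)/+* liver was higher than every WT liver (two-sided exact permutation test, p = 0.1, the smallest p that 3 livers against 3 allow). The log2 fold change was 1.10 (standard error 0.41, limma adjusted p = 0.0609), which passed the fold change threshold but not the false discovery rate threshold. It was under the fold change threshold after median-ratio scaling (0.95), after quantile normalization (0.83) and without WT replicate 1 (0.61, limma adjusted p = 0.000998). It was higher at a pseudocount of 0.1 (1.24), without WT replicate 2 (1.33) and without WT replicate 3 (1.37, limma adjusted p = 0.0472), and the last of these passed both thresholds. Adjusted p-values ranged from 0.000998 to 0.144 across the alternatives. *Akt1* had 14.9 ± 1.28 FPKM (SD, n = 3) in WT and 18.3 ± 0.675 FPKM (SD, n = 3) in *β-catenin Δ(ex3)/+* livers, a log2 fold change of 0.28 (standard error 0.069, limma adjusted p = 0.0154) that was -0.018 after quantile normalization.
In a list of 492 mouse protein kinase genes, written by hand, 335 passed the expression filter, and 22 of these were past both thresholds and higher in *β-catenin Δ(ex3)/+* livers, while 9 were lower. With adjustment over the list alone, 22 were higher, and after median-ratio scaling or quantile normalization 17. *Npr2*, *Egfr*, *Zap70*, *Plk1* and *Ern1* had the largest log2 fold changes among them, 3.46, 2.47, 1.94, 1.68 and 1.67. *Egfr*, for example, had 3.68 ± 0.166 FPKM (SD, n = 3) in WT and 24.8 ± 0.254 FPKM (SD, n = 3) in *β-catenin Δ(ex3)/+* livers. By the size of its log2 fold change *Akt2* was at rank 19 of the 335 kinases. *Xist* and the Y-linked genes part the same livers, so genotype and sex cannot be told apart for *Akt2* or for the other kinases. The paper sets the genes higher by RNA-seq beside those with β-catenin–binding peaks by ChIP-seq, and from the overlap it reasons to *Akt2*.

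**Figure D2:**
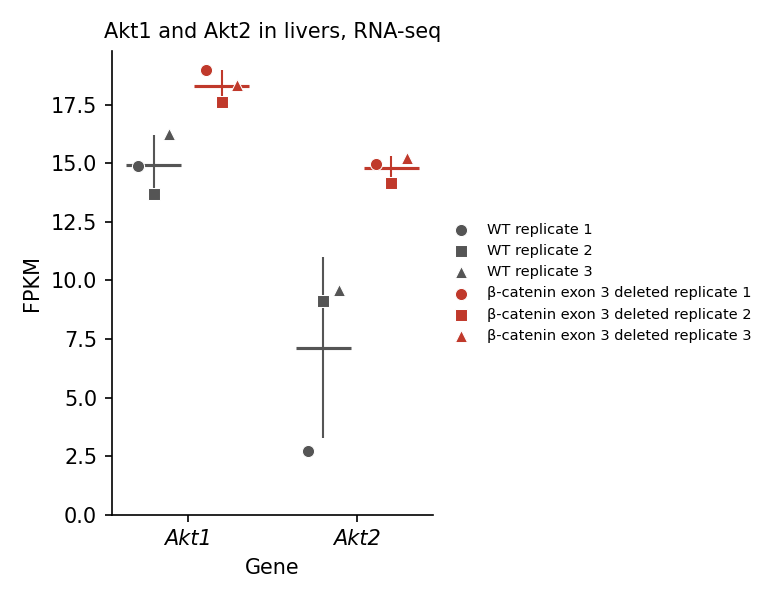
FPKM of *Akt1* and *Akt2* in each WT (grey) and *β-catenin Δ(ex3)/+* (red) liver; symbols mark the replicate, horizontal lines the mean and vertical lines the SD of 3 livers. For *Akt2* the WT livers lie at 2.69, 9.11 and 9.60 FPKM, under the *β-catenin Δ(ex3)/+* livers at 14.2 to 15.2 FPKM.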

Because *Akt2* presented in both the β-catenin up-regulated gene group (RNA-seq) and β-catenin–binding peak-enriched group (ChIP-seq) (Fig. 4*D* and *SI Appendix*, Fig. S8*G*), AKT2 was identified as the sole β-catenin transcriptionally up-regulated kinase. Notably, the S1859 region of CAD is predicted to be recognized by basophilic kinases such as AKT (26). Unbiased peak calling revealed that β-catenin bound to the *Akt2* promoter region (Fig. 4*E*), which was validated by ChIP-qPCR for several sites in the promoter region of *Akt2* (Fig. 4*F*). AKT2 expressed higher in β-catenin–activated MEFs and livers than in wild-type counterparts (Fig. 4 *G* and *I*). Furthermore, Pri-724 reduced AKT2 expression in β-catenin–mutated MEFs, HepG2, and Hepa 1-6 cells as well as in human HCC cells (M97h and Huh7) (Fig. 4 *H* and *J* and *SI Appendix*, Fig. S7*E*). Moreover, *AKT2* expression is positively corelated with *CTNNB1* expression in human liver cancer samples in The Cancer Genome Atlas (TCGA) (Fig. 4*K*). As all these findings indicate that β-catenin transcriptionally activates *AKT2* expression, we therefore speculated that AKT2 was the candidate kinase for CAD.

### AKT2 Is a Kinase of CAD.

To examine whether AKT2 phosphorylates CAD, we first treated *β-catenin^Δ(ex3)/+^* MEFs with AKT2 kinase inhibitor, CCT128930 (CCT), for 6 h and then checked the status of CAD. We found that CCT reduced phosphorylation of S1859 and S1406 on CAD in a dose-dependent way (Fig. 5*A*). Consistently, AKT2 knockdown attenuated the phosphorylation of these two sites (Fig. 5*B*). Interference of AKT2 also reduced CAD phosphorylation in HepG2, M97h, and Huh7 (Fig. 5*C* and *SI Appendix*, Fig. S9 *A* and *B*). Because CAD is a substrate of S6K (a downstream effector of the AKT-mTOR signaling cascade), we examined potential S6K involvement in AKT2 stimulation of CAD phosphorylation. However, the regulation of AKT2 on CAD phosphorylation still presented when S6K was depleted by siRNA (Fig. 5 *D* and *E*). Furthermore, knocking down AKT2 also abolished phosphorylation of S1859 and S1406 on CAD in *Tsc2^−/−^* MEFs where the potential connection between AKT2 and S6K was disrupted (Fig. 5*F*). Moreover, low-dose treatment of CCT for 6 h abolished CAD phosphorylation without obviously affecting S6K phosphorylation in different cell types (Fig. 5*A* and *SI Appendix*, Fig. S9*A*). Taken together, AKT2 fosters CAD phosphorylation without involvement of S6K.

**Fig. 5.**
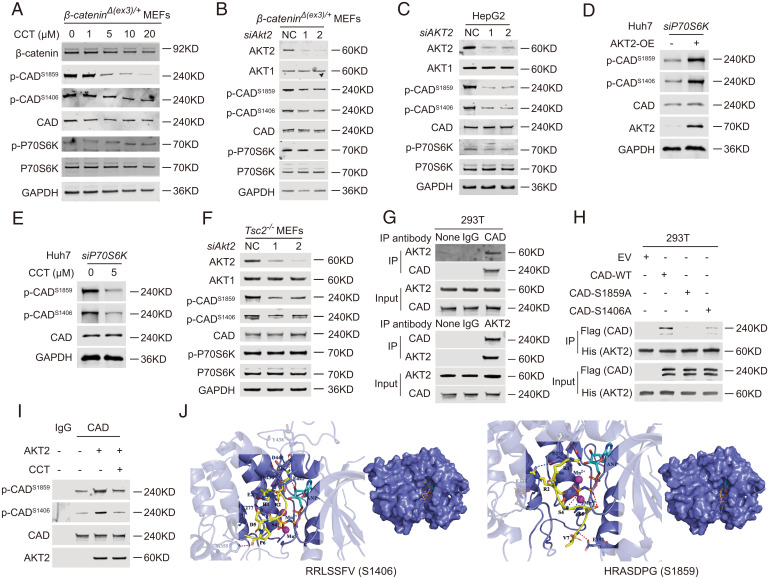
AKT2 is a kinase for CAD. (*A–I*) Immunoblotting. (*A*) *β-Catenin^Δ(ex3)/+^* MEFs were treated with DMSO or CCT for 6 h. *β-Catenin^Δ(ex3)/+^* MEFs (*B*) or HepG2 cells (*C*) were transfected with scramble or *AKT2* siRNAs. (*D*) After *S6K* siRNAs transfection, Huh7 cells were treated with DMSO or CCT (5 μM) for 6 h. (*E*) Control or AKT2-OE Huh7 cells were transfected with *S6K* siRNAs. (*F*) *Tsc2^−/−^* MEFs were transfected with scramble or *Akt2*-targeted siRNAs. (*G*) Coimmunoprecipitation (Co-IP) assays performed in 293 cells. (*H*) The 293 cells were cotransfected with vector (EV) or wild-type (WT), S1859A, or S1406A of *FLAG-HA-CAD* along with *HIS-HA-AKT2* vector for 48 h. Anti-HIS antibody-protein A/G magnetic beads were used for Co-IP. (*I*) In vitro kinase assays were performed with FLAG-HA-CAD proteins and AKT2 proteins with or without 1 μM CCT. (*J*) Docking analysis of AKT2 and RRLSSFV (containing S1406) or HRASDPG (containing S1859) of CAD protein. RRLSSFV and HRASDPG are in yellow. AKT2 is in slate. Mn^2+^ are shown as magenta sphere. ANP is in cyan. Red dashes represent hydrogen bond interaction, blue dashes represent salt bridge, and marine dashes represent metal contacts.

Next, we checked whether AKT2 directly phosphorylates CAD by biochemical assays. Co-IP assay revealed the interaction of endogenous CAD and AKT2 in various cell lines (Fig. 5*G* and *SI Appendix*, Fig. S9 *C–E*). AKT2 coimmunoprecipitated with exogenous wild-type, but not S1859A- or S1406A-mutated CAD (Fig. 5*H*). In vitro kinase assay showed that AKT2 phosphorylated S1859 and S1406 on CAD, which was abolished by CCT (Fig. 5*I*). Last, molecular docking analysis suggested that AKT2 interacted with S1859 containing peptide residues RRLSSFV and S1406 containing peptide residues HRASDPG in CAD protein (Fig. 5*J* and *SI Appendix*, Tables S4–S6). AKT2 is thus a kinase for CAD.

### AKT2 Stimulates De Novo Pyrimidine Synthesis.

Since AKT2 phosphorylates CAD, which is a critical enzyme in stimulation of pyrimidine synthesis, we checked the role of AKT2 in pyrimidine synthesis. Suppression of AKT2 with CCT or *siAKT2* blocked the production of carbamoyl-asp, dihydroorotate, and orotate in β-catenin exon 3–deleted *β-catenin^Δ(ex3)/+^* MEFs (Fig. 6*A* and *SI Appendix*, Fig. S10*A*), HepG2 (Fig. 6*B*) and Hepa 1-6 cells (*SI Appendix*, Fig. S10*B*), as well as in Huh7 (Fig. 6*C*) and M97h cells (*SI Appendix*, Fig. S10*C*). Furthermore, AKT2 promoted pyrimidine synthesis, even when S6K was depleted (Fig. 6 *D* and *E*). In addition, interference of AKT2 abolished pyrimidine synthesis in *Tsc2^−/−^* MEFs, where the potential connection between AKT2 and S6K was interrupted (Fig. 6*F* and *SI Appendix*, Fig. S10*D*). To exclude the potential influence of moderate reduction of glutamine uptake on CCT-mediated inhibition of pyrimidine synthesis in some cell types (Fig. 6 *A*, *B*, and *F* and *SI Appendix*, Fig. S10 *B* and *C*), we provided CCT-treated cells with excessive glutamine (6 mM) and vehicle-treated cells with a standard dose of glutamine (2 mM). The relative flux of pyrimidine synthesis was largely reduced by CCT even in the presence of abundant glutamine (*SI Appendix*, Fig. S11). Taken together, AKT2 promotes de novo pyrimidine synthesis in various cell settings.

**Fig. 6.**
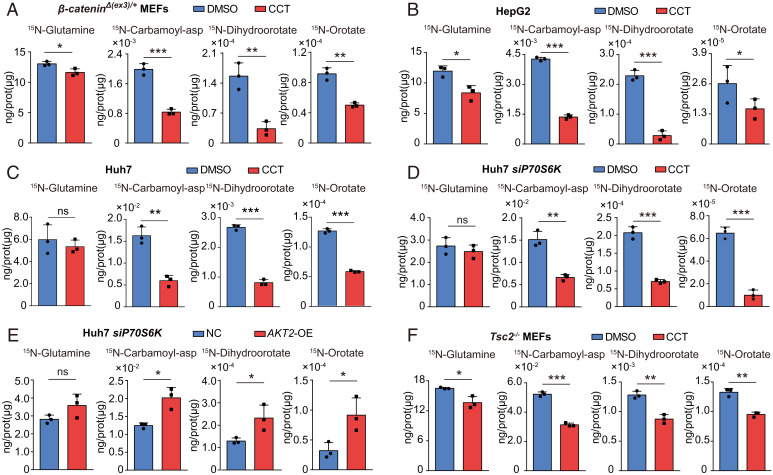
AKT2 stimulates de novo pyrimidine synthesis in various cell settings. Abundance of ^15^N-labeled metabolites. *β-Catenin^Δ(ex3)/+^* MEFs (*A*), HepG2 cells (*B*), Huh7 cells (*C*), and *Tsc2^−/−^* MEFs (*F*) were first treated with DMSO or CCT (5 μM) for 6 h and then pulse labeled with ^15^N-glutamine for 12 min. (*D*) At 48 h after *S6K* siRNAs transfection, Huh7 cells were first treated with DMSO or CCT (5 μM) for 6 h and then pulse labeled with ^15^N-glutamine for 12 min. (*E*) At 48 h after *S6K* siRNAs transfection, control or AKT2-OE Huh7 cells were pulse labeled with ^15^N-glutamine for 12 min. *P < 0.05, **P < 0.01, ***P < 0.001. Analysis was performed using *t* test. Data are shown as mean ± SD.

### Suppression of AKT2-Driven Pyrimidine Synthesis Abrogates Oncogenic β-Catenin–Mediated Cell Proliferation and Tumorigenesis.

To explore therapeutic relevance of AKT2 stimulation of pyrimidine synthesis, we examined the efficacy of AKT2 or pyrimidine synthesis inhibitor in suppression of cell proliferation and tumorigenesis driven by oncogenic β-catenin. Compared to wild-type MEFs, *β-catenin^Δ(ex3)/+^* MEFs were more sensitive to proliferation inhibition with Brequinar (BRQ) (Fig. 7*A*), a DHODH inhibitor, which depletes pyrimidine nucleotides. BRQ-mediated repression of proliferation was reversed by uridine (a pyrimidine recovery metabolite) but not adenosine (a purine recovery metabolite) (Fig. 7*B*). *β-Catenin^Δ(ex3)/+^* MEFs were more sensitive than wild-type MEFs to CCT treatment (Fig. 7*C*). In addition, either BRQ or CCT suppressed tumorigenicity of *β-catenin^Δ(ex3)/+^* MEFs without affecting body weight in nude mice (Fig. 7 *D–F* and *SI Appendix*, Fig. S12). With moderate influence on migration and invasion, β-catenin, AKT2, or pyrimidine synthesis inhibitor dramatically repressed proliferation and promoted apoptosis of HepG2, Huh7, and M97h cells (*SI Appendix*, Figs. S13 and S14). Moreover, BRQ blocked liver tumor initiation and advancement of *HBV; β-catenin^lox(ex3)/+^* mice injected with *Cre*-adenoviruses (Fig. 7 *G–I*) without significant influence on body weight and organs except enlarged spleen (*SI Appendix*, Fig. S15). Therefore, targeting AKT2-potentiated pyrimidine synthesis may be a promising therapeutic strategy for *β-catenin* mutant liver cancer.

**Fig. 7.**
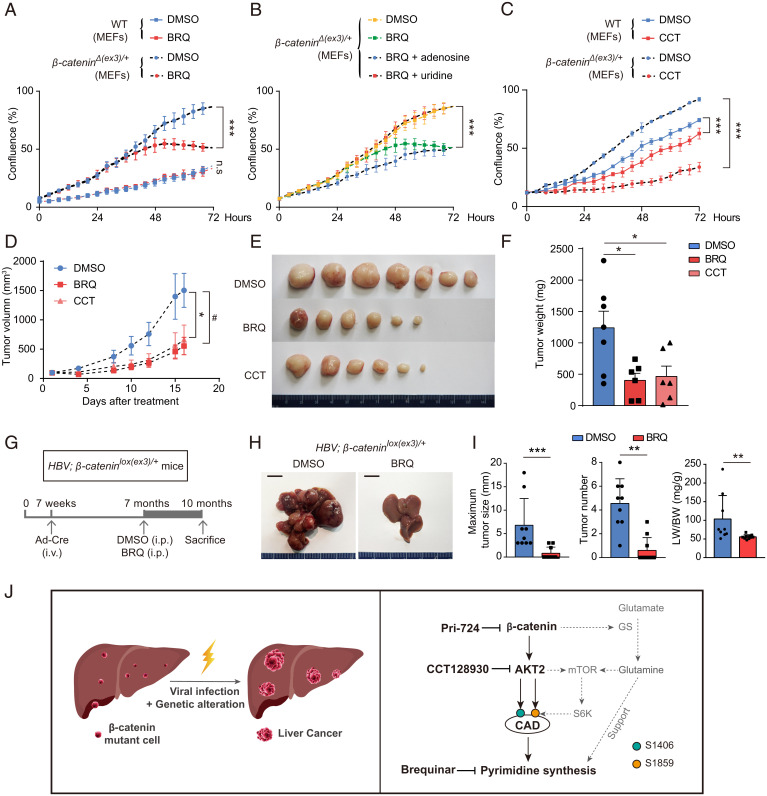
Suppression of AKT2-activated pyrimidine synthesis abrogates oncogenic β-catenin–mediated cell proliferation and tumorigenesis. (*A–C*) Cell proliferations of wild-type and *β-catenin^Δ(ex3)/+^* MEFs were measured with Incucyte assay. (*D–F*) Nude mice with subcutaneously inoculated *β-catenin^Δ(ex3)/+^* MEFs were treated with DMSO, BRQ (25 mg/kg, three times/wk), or CCT (25 mg/kg, five times/wk). (*D*) Tumor growth was plotted as the mean change in tumor volume. Tumor graphs (*E*) and tumor weights (*F*) at the end of treatment. (*G*) The 7-wk-old *HBV; β-catenin^lox(ex3)/+^* mice were injected via tail vein with *Cre*-adenoviruses. DMSO or BRQ treatment was started when mice were 7-mo-old and killed 3 mo later. (*H*) Representative livers from 10-mo-old *HBV; β-catenin^lox(ex3)/+^* mice. (*I*) The maximum liver tumor size (*Left*), tumor number (*Middle*), and ratio of liver weight to body weight (*Right*) were analyzed. (*J*) Schematic illustration of oncogenic β-catenin stimulating pyrimidine synthesis in promotion of hepatocarcinogenesis. *, ^#^*P* < 0.05. Analysis was performed using *t* test (*A–D*, and *I*) and one-way ANOVA (*F*). Data are shown as mean ± SD.

## Discussion

*CTNNB1* is the most frequently mutated proto-oncogene in liver cancer (4). We demonstrated that hepatic β-catenin active mutation caused mouse liver cancer and accelerated transgenic *HBV* or *Tp53* deletion-induced mouse liver cancer development. In addition, we discovered a β-catenin/AKT2/CAD signaling axis in enhancement of de novo pyrimidine synthesis, which was critical for hepatocarcinogenesis. The causality of the *CTNNB1* mutation and hepatocarcinogenesis thus confers AKT2/CAD signaling cascade-mediated pyrimidine synthesis a druggable vulnerability for *CTNNB1* mutant cancer.

Being a benign liver neoplasm with risk of malignant transformation, HCA has more than 10% frequency of *CTNNB1* mutation (27). With over half of the patients carrying *CTNNB1* mutations, HB is the most common malignant liver tumor in childhood (5). More importantly, *CTNNB1* gain-of-function mutations are detected in more than 20% liver cancer. Standard whole exome sequencing analysis easily detects single nucleotide variants and short indels but not intermediate-size indels (≥50 bp) (28). Small variants are readily detected but not the frequent intermediate-size DNA deletions around exon 3 regions of *CTNNB1*. Several studies have pointed out that intragenic deletions of *CTNNB1* cannot be detected by next generation sequencing analysis pipelines (28, 29). Therefore, the actual frequency of *CTNNB1* mutations is likely underestimated in HCC. Even though *CTNNB1* is the most common mutated proto-oncogene, the significance of hyperactive β-catenin in liver cancer was not well documented (7). However, the *CTNNB1* mutation is sufficient to cause liver cancer in zebrafish (30). Therefore, we were compelled to investigate the causative relationship between *Ctnnb1* aberration and liver tumors in mice. While we and others did not detect liver tumors up to 6 mo after hepatic *Ctnnb1* exon 3 deletion (9), we observed spontaneous tumor formation 11.5 mo after β-catenin activation in mouse liver in this study, similar to a very recent report (31). Therefore, the reason that previous study did not observe liver tumors caused by *Ctnnb1* mutations in mice is due to insufficient observation time. Because HCA usually occurs in people with elevated estrogen such as women taking estrogen-containing oral contraceptives, mouse livers with activated β-catenin alone did not authentically mimic HCA in this study. Moreover, early lethality caused by albumin promoter-driven *Cre-*recombinase–induced global hepatic *Ctnnb1* exon 3 deletion and consequent β-catenin activation preclude us from faithfully recapitulating HB, a mosaic β-catenin mutation-associated liver cancer usually seen in infants and young children under age 3, in the mice we generated. By simulating somatic mutation of *CTNNB1* in patients, we nevertheless demonstrate that activated β-catenin causes both benign and malignant tumors in mice.

Because β-catenin–activated mouse livers developed HCC over a long period of time, we speculated that additional genetic alterations or insults were required for liver malignant transformation. *TP53* is the most mutated tumor suppressor in overall cancer. It is also the highest mutated gene (29%) in liver cancer (4). Hepatic *Tp53*-deficient mice develop liver tumors when they are 14 to 20 mo old (32). As half of *CTNNB1* mutant liver cancer harbors *TP53* mutation (*SI Appendix*, Table S2) (15, 18–20), we simultaneously activated β-catenin by deleting its exon 3 and inactivated TP53 by knocking it out in mouse liver. These mice grew HCC much earlier than either β-catenin mutant mice or *Tp53* knockout mice. In addition, *Ctnnb1* mutation also potentiated tumorigenic potential of *Tp53* null MEFs. Therefore, loss of TP53 synergizes with gain of function of β-catenin in potentiation of liver cancer progression. Further studies are needed to elucidate the mechanism of complicity between these two distinct signaling pathways.

HBV infection is the major risk factor for liver cancer (11). Although China has more than 93 million HBV carriers, only a small fraction of HBV-infected people develop liver cancer over a long period of latency. In addition, *HBV* transgenic mice grow liver tumors more than 12 mo after birth (33). Therefore, progression from hepatitis B infection to liver cancer requires other carcinogenic events. Previous studies observed mutant *CTNNB1* in up to 19% of HBV-related HCC (15). Because mutant β-catenin strongly drove hepatocarcinogenesis of *HBV* transgenic mice in our study, we suggest that active β-catenin contributes to the pathological process of HBV-associated HCC. Blockade of β-catenin with Pri-724 abrogated liver tumorigenesis in mice with concurrent transgenic *HBV* and mutated *Ctnnb1*. By mimicking clinical settings with HBV infection, or *TP53* inactive mutation, along with *CTNNB1* active mutation in liver, we simulated human multiple-step pathological processes of hepatocarcinogenesis in mice.

One of the hallmarks of cancer is metabolic reprogramming, which provides macromolecules to meet the unchecked proliferation of tumor cells. We dissected the metabolic alterations of oncogenic β-catenin in MEFs and mouse livers. The most dramatically distorted metabolic pathway identified is the de novo pyrimidine synthesis pathway. Mechanistically, transcriptionally activated AKT2 by β-catenin directly phosphorylates S1859 and S1406 on CAD to promote pyrimidine synthesis. Targeting the β-catenin/AKT2/CAD axis repressed cell proliferation and tumor development driven by oncogenic β-catenin. Since β-catenin transcriptionally regulates many signaling pathways, this transcription coactivator has widely biological and pathological functions (7). The β-catenin/AKT2/p-CAD axis we discovered and presented here is one of the critical signaling cascades underlying β-catenin activation-mediated hepatocarcinogenesis. Pyrimidine synthesis has been recently discovered as a metabolic vulnerability and promising therapy target in KRAS/LKB1 mutant non-small-cell lung cancer and PTEN mutant cancer (34, 35). Our findings illustrate the importance of pyrimidine synthesis in β-catenin mutant cancer. Recently, combining anti–PD-L1 antibody atezolizumab with anti–VEGF-A antibody bevacizumab achieved promising efficacy for advanced HCC patients (36, 37). Aberrant β-catenin activation promotes immune escape and resistance to immunotherapy in HCC (38–40). Increasing evidence indicates that targeting nucleotide metabolism, including pyrimidine synthesis, can enhance the antitumor response of immunotherapy (41–44). Therefore, targeting AKT2/pyrimidine synthesis is warranted to overcome β-catenin activation–associated resistance of immunotherapy for HCC.

It was reported that β-catenin transcriptionally activated GS to produce glutamine, which in turn activated mTOR in liver (23). S6K (P70S6K), the downstream effector of mTOR, potentiates pyrimidine synthesis (21). An outstanding question is whether the β-catenin/AKT2 axis relies on the GS-S6K signaling cascade to promote pyrimidine synthesis. We demonstrated that regulation of pyrimidine synthesis by the β-catenin/AKT2 cascade still exists in MEFs, which lacks GS enzymatic activity, in S6K-depleted liver cancer cells, and in *Tsc2* null cells where potential activation of β-catenin/AKT2 on S6K is disconnected. While S6K only phosphorylates CAD on S1859 (21), we found that β-catenin–transactivated AKT2 phosphorylates both S1406 and S1859 on CAD. Therefore, the β-catenin/AKT2 axis can directly stimulates pyrimidine synthesis without the involvement of S6K. We suggest that oncogenic β-catenin stimulates pyrimidine synthesis possibly through different routes: 1) β-Catenin transcriptionally activates AKT2 and the enhanced AKT2 then promotes pyrimidine synthesis either by directly phosphorylating CAD or by activating mTOR-S6K. 2) In hepatocytes, where GS has the normal activity of glutamine synthetase, β-catenin also promotes GS expression to maintain a high level of glutamine, which can either stimulate mTOR-S6K or serve as substrate to support pyrimidine synthesis (Fig. 7*J*). The β-catenin/AKT2/CAD pathway we discovered is thus an alternative regulatory mechanism to the known regulation of the mTOR-S6K cascade on de novo pyrimidine synthesis.

In summary, β-catenin is a major oncogenic driver for the development of hepatic tumors, including HCA, HB, and HCC. AKT2-mediated CAD phosphorylation is required for β-catenin–induced pyrimidine synthesis and hepatocarcinogenesis. Pharmacological inhibition of β-catenin, AKT2, and/or pyrimidine synthesis abolishes β-catenin mutant liver cancer. Hence, these readily translatable strategies warrant prompt clinical trials.

## Materials and Methods

### Mice.

*β-Catenin^lox(ex3)^*^/+^ mice were kindly provided by Haibin Wang, Xiamen University, Xiamen, Fujian, China (8). *HBV* transgenic mice (33) were purchased from the Department of Laboratory Animal Science, Peking University Health Science Center. *Tp53^flox/flox^* mice (*Tp53^l/l^*) (32) were purchased from Model Animal Research Center, Nanjing University. *Alb-Cre* mice (stock no. 003574) was from The Jackson Laboratory. *ERT2-Alb-Cre* mice were generated by Biocytogen. To delete exon 3 of *Ctnnb1* in mouse liver 7 wk after birth, 6 × 10^8^ pfu *Cre-*adenovirouses (#1700, Vector Biolabs) were intravenously injected into *β-catenin^lox(ex3)^*^/+^ mice as previously reported (9). The 5-mo-old *HBV; β-catenin^lox(ex3)^*^/+^ mice were intraperitoneally injected with Pri-724 (5 mg/kg) every other week for 3 mo. The 7-mo-old *HBV; β-catenin^lox(ex3)^*^/+^ mice were intraperitoneally injected with BRQ (25 mg/kg, 3 times/wk) for 3 mo. *ERT2-Alb-Cre* mice were crossed with *β-catenin^lox(ex3)^*^/+^ mice to generate inducible *ERT2-Alb-Cre; β-catenin^lox(ex3)^*^/+^ mice. To delete hepatic exon 3 of *Ctnnb1*, these mice were injected intraperitoneally with 30 mg/kg tamoxifen for 6 consecutive days and killed by day 12 for analyses. The experimental protocols of all animal studies were approved by the Animal Center of the Institute of Basic Medical Sciences, Chinese Academy of Medical Sciences and Peking Union Medical College (ACUC-A02-2014-003). Experimental procedures were compliant with the regulation of Beijing Administration Office of Laboratory Animals.

### Metabolomic Extraction of Mouse Liver.

Livers were excised and immediately processed for metabolomics extraction. Equal amounts of liver tissue were lysed in 250 μL of extraction solution (ES, 80% methanol and 20% water) per 10 mg of tissue in Precellysis vials following the manufacturer’s instruction. The suspension was immediately centrifuged at 16,000 × *g* for 15 min at 4 °C. The supernatant was then subjected to LC-MS metabolomic analysis.

### Metabolomic Extraction of Cells.

Cells were plated onto six-well plates (5 × 10^5^/well) and cultured in Dulbecco's modified eagle medium for 24 h. The cell number was counted in a parallel control dish. For intracellular metabolomic analysis, cells were quickly washed three times with Phosphate buffer saline and were then lysed in 1 mL precooled extraction solution per 1 × 10^6^ cells. The cell lysates were vortexed for 5 min at 4 °C and immediately centrifuged at 16,000 × *g* for 15 min at 0 °C. The supernatants were collected and analyzed by LC-MS metabolomic analysis. Total protein contents of cell pallets were also determined.

### Statistical Analysis.

Real-time mRNA expression, tumor-free, mouse-survival, tumor-burden, and metabolites data were analyzed with GraphPad Prism 9.0. The data presented were mean ± SD. Survival or tumor-free data of mice was compared among various groups using a log-rank (Mantel–Cox) test. Statistical significance between two groups was subjected to Student’s *t* test. One-way ANOVA was used to determine the difference in more than two groups. *P* < 0.05 was considered statistically significant.

## Supplementary Material

Supplementary File

## Data Availability

ChIP-seq and RNA-seq data have been deposited in Gene Expression Omnibus (GEO), ChIP-seq: GSE165853 (45) and RNA-seq: GSE188957 (46). All other study data are included in the article and/or *SI Appendix*.

# Supplementary material for: Oncogenic β-catenin stimulation of AKT2–CAD-mediated pyrimidine synthesis is targetable vulnerability in liver cancer
**Source:** Proc Natl Acad Sci U S A. 2022 Sep 19;119(39):e2202157119. doi: 10.1073/pnas.2202157119
**Supplement:** Supplementary File

**Supplementary Information for  
Oncogenic  $\beta$ -catenin stimulation of AKT2-CAD-mediated pyrimidine  
synthesis is targetable vulnerability in liver cancer**

**Authors:** Fangming Liu,<sup>1,#</sup> Xiaochen Gai,<sup>1,#</sup> Yuting Wu,<sup>1</sup> Baohui Zhang,<sup>2</sup> Xiaoyu Wu,<sup>3</sup> Rongrong Cheng,<sup>3</sup> Bufu Tang,<sup>4</sup> Kezhuo Shang,<sup>1</sup> Na Zhao,<sup>1</sup> Weiwei Deng,<sup>1</sup> Jie Chen,<sup>5</sup> Zhengyi Zhang,<sup>6,7</sup> Song Gu,<sup>8</sup> Liang Zheng,<sup>3,\*</sup> Hongbing Zhang<sup>1,\*</sup>

**This PDF file includes:**

Supplementary text  
Figures S1 to S15  
Tables S1 to S6  
SI References

## Supplementary Information Text

### Materials and Methods

#### Histology and immunohistochemistry (IHC)

Tissues were first fixed with paraformaldehyde for subsequent analysis. H&E staining, reticular fiber staining and IHC were performed by Servicebio (Wuhan, Hubei, China). Sections were analyzed using a Panoramic DESK microscope with Caseviewer (version C.V 2.3).

#### Antibodies, inhibitors, and other agents

Anti- $\beta$ -catenin (#9587), anti-p-CAD Ser<sup>1859</sup> (#7030), anti-AKT2 (#2964), anti-AKT1 (#2938), anti-P70S6K (#2708), anti-p-P70S6K Thr<sup>389</sup> (#9205), anti-CAD (#93925), anti-SLC38A1 (#36057), anti-Vimentin (#5741), and secondary HRP-conjugated mouse anti-rabbit IgG (#5127) antibodies were purchased from Cell Signaling Technology (Danvers, MA, USA). Anti-GS (#610517) antibody was purchased from BD Biosciences (San Jose, CA, USA). Anti-OAT (#A6235), anti-UMPS (#A13251), anti-DHODH (#A6899), anti-SLC1A5 (#A6981), anti-LGR5 (#A10545), anti-AXIN2 (#A2513), anti-CYP2E1 (#A2160), anti-Cyclin D1 (#A19038) and anti-GAPDH (#AC002) antibodies were purchased from Abclonal Technology (Wuhan, Hubei, China). Anti-CPS2 (#376072) was purchased from Santa Cruz Biotechnology (Santa Cruz, CA, USA). Anti-SLC38A2 (PA5106786) was purchased from Invitrogen. Anti p-CAD Ser<sup>1406</sup> was ordered from PTM BioLab (Hangzhou, Zhejiang, China). Secondary IRDye 680RD goat anti-rabbit (#68071) and IRDye 800 CW goat anti-mouse (#32210) antibodies were purchased from LI-COR Biosciences (Lincoln, NE, USA). Brequinar (BRQ; #96187-53-0) was purchased from TargetMol (Wellesley Hills, MA, USA). CCT-128930 (CCT; #2635) and Pri-724 (#8262) were purchased from Selleck Chemicals (Houston, TX, USA). Dulbecco's modified Eagle's medium (DMEM), Fetal bovine serum (FBS), Lipofectamine 2000, Trizol, 4–12% Bis–Tris NuPAGE gels, Penicillin-Streptomycin and Trypsin-EDTA were purchased from Invitrogen (Carlsbad, CA, USA). Cell Cycle and Apoptosis Analysis Kit (No. 40301) and CCK-8 agent (40203ES60) were purchased from Yeasen Biotech (Shanghai, China)

#### siRNA transfection

The small interfering RNA oligonucleotides against mouse/human *AKT2* and *P70S6K* genes were purchased from Hippo Biotechnology (Hangzhou, Zhejiang, China). siRNA transfection was carried out using lipofectamine 2000 following the manufacturer's instructions. The miRNA sequences are listed below.

*si-AKT2-1*: 5'-UUGUACCCAAUGAAGGAGCCG-3'

*si-AKT2-2*: 5'-AUUGUGAUGGACUGGGCGGUA-3'

*si-P70S6K-1*: 5'-AUGGAACAUUGUGAGAAAUUUGA-3'

*si-P70S6K-2*: 5'-AACAUUGUGAGAAAUUUGAAAUUC-3'

*si-P70S6K-3*: 5'-GGCUAUGGAAAGGUUUUUAAGU-3'

Negative control: 5'-ACGUGACACGUUCGGAGAA-3'

#### Real-time quantitative reverse transcription PCR

Total RNA was isolated using Trizol reagent. cDNA synthesis was performed using ReverTra Ace qPCR RT Master Mix with gDNA Remover kit (Toyobo, Osaka, Japan) following manufacturer's instruction. RT-PCR was carried out using SYBR High-Sensitivity qPCR SuperMix (Absin Biosciences, Shanghai, China) on CFX96 Touch (BioRad, Hercules, CA, USA). Each mRNA expression was normalized to *Actin* mRNA expression. The primer sequences were as followed:

mouse *Umps*

forward: 5'-GTCACCGAGCTGTATGACGTG-3'

reverse: 5'-GGTAACGCTGTATAAGGAACTCC-3'

mouse *Dhodh*

forward: 5'-TCTTCACCTCTTACCTGACAGC-3'

reverse: 5'-CATGTTGGAGTCCTGAAACGTA-3'

mouse *Cad*

forward: 5'-CTGCCCCGATTGATTGATGTC-3'

reverse: 5'-GGTATTAGGCATAGCACAAACCA-3'

mouse *Akt2*

forward: 5'-ACGTGGTGAATACATCAAGACC-3'

reverse: 5'-GCTACAGAGAAATTGTTTCAGGGG-3'

mouse *Actin*

forward: 5'-AGAGGGAAATCGTGCGTGAC-3'

reverse: 5'-CAATAGTGATGACCTGGCCGT-3'

human *AKT2*

forward: 5'-GGTGCAGAGATTGTCTCGGC-3'

reverse: 5'-GCCCGGCCATAGTCATTGTC-3'

human *ACTIN*

forward: 5'-GAGCTGCGTGTGGCTCCC-3'

reverse: 5'-CCAGAGGCGTACAGGGATAGCA-3'

### **Primary mouse embryonic fibroblasts**

$\beta$ -catenin<sup>lox(ex3)/+</sup> mice were crossed with wildtype mice to produce embryos which were then used to establish *WT* and  $\beta$ -catenin<sup>lox(ex3)/+</sup> mouse embryonic fibroblasts (MEFs), respectively. For deletion of exon 3 of  $\beta$ -catenin, MEFs were infected with adenovirus expressing Cre recombinase (#1700, Vector Biolabs).

### **Incucyte assay**

Cells were seeded at a density of 4000 cells/well in 96-well plates. Cell proliferation was monitored using IncuCyte ZOOM live cell analysis system (Essen Bioscience, Ann Arbor, MI, USA).

### **Co-immunoprecipitation and immunoblotting**

293 cells were grown in 15-cm dishes to 80-90% confluency and then lysed in NP-40 lysis buffer (Abclonal) supplemented with cocktail protease and phosphatase inhibitor (Roche, Basel, Switzerland) on ice for 10

min. After centrifugation at 14,000 g for 10min at 4°C, the collected supernatants were incubated with protein A/G beads for 10 min at 4°C to remove non-specific binding components. Total protein was used as input. For IPs, total protein lysate was rotated with anti-IgG control (10µg), anti-CAD and anti-AKT2 antibodies at 4°C overnight. Next, protein A/G beads (50µL per sample) were added and incubated for 30 min at room temperature. After washing with PBST [PBS and 0.5% Triton X-100 (pH7.4)] for 3 times, samples were resuspended in 40µL of SDS sample loading buffer, heated at 95°C for 5 min before loading for SDS-PAGE. Lysates were separated by NuPAGE 4 to 12% bis-tris gels and transferred to nitrocellulose membranes (Merck Millipore, Darmstadt, Germany). Membranes were blocked with blocking buffer (LI-COR Biosciences) for 1 hour, incubated with primary antibodies overnight at 4°C, washed for 10 min in tris-buffered saline (TBST) buffer [10mM tris-HCl (pH 8), 150mM NaCl, and 0.05% Tween 20] for 3 times and then incubated with secondary antibodies for 2 hours at room temperature. After washes 3 times in TBST, membranes were then developed using SuperSignal enhanced chemiluminescence (LI-COR Biosciences).

### **Subcutaneous tumor assay**

MEFs ( $1 \times 10^6$  cells per mouse) were subcutaneously injected into the right flanks of BALB/c nude mice (female, 4-6 weeks old, 6–8 mice per group). Tumor volume was calculated according to formula: tumor volume =  $1/2$  (length  $\times$  width<sup>2</sup>). Once the tumor volume developed to around 100 mm<sup>3</sup>, the mice were randomly assigned for intraperitoneal treatment of vehicle, BRQ (25mg/kg) or CCT (25mg/kg) for 3 times per week. Tumor lengths and widths were measured every other day. When the maximum volume reached to 1,000mm<sup>3</sup>, tumors were harvested, weighed, and photographed.

### **LC-MS metabolomic analysis**

For LC separation, column A was Merck Zic-Hilic (150mm 4.6mm, internal diameter (i.d.) 5mm) (Darmstadt, Germany). Mobile phase A was 0.1% formic acid v/v in water. Mobile phase B was 0.1% formic acid v/v in acetonitrile. The flow rate was kept at 300µL/min and gradient was as follows: 0 min 80% of B, 12 min 50% of B, 26 min 50% of B, 28 min 20% of B, 36 min 20% of B, 37–45 min 80% of B. Column B was Merck Zic-pHilic (150mm 2.1mm i.d. 5mm). Mobile phase C was 20mM ammonium carbonate plus 0.1% ammonia hydroxide in water. Mobile phase D was acetonitrile. The flow rate was kept at 100µL/min and gradient as follow: 0 min 80% of D, 30 min 20% of D, 31 min 80% of D, 45 min 80% of D. The mass spectrometer (Thermo Exactive Orbitrap) was operated in a polarity switching mode. The data was analyzed by Thermo Compound Discoverer 3.1 and Tracefinder 4.0.

### **Phosphorylated proteomics**

Phosphorylated proteomics of mouse livers and MEFs were carried out by PTM BioLab. The resulted MS/MS data were processed using Maxquant search engine (v.1.5.2.8). Tandem mass spectra were searched against Human uniprot database concatenated with reverse decoy database. Trypsin/P was specified as cleavage enzyme allowing up to 4 missing cleavages. The mass tolerance for precursor ions was set as 20 ppm in First search and 5 ppm in Main search, and the mass tolerance for fragment ions was set as 0.02 Da. Carbamidomethyl on Cys was specified as fixed modification and acetylation modification

and oxidation on Met were specified as variable modifications. FDR was adjusted to < 1% and minimum score for modified peptides was set > 40.

### RNA-seq

WT and  $\beta$ -catenin $\Delta(ex3)/+$  mouse livers (3 per group) were used for RNA-seq. Total RNA was extracted using Trizol reagent (Thermo Fisher, 15596018) following the manufacturer's protocol. High-quality RNA samples with RIN number > 7.0 were used to construct sequencing library. RNA-seq was performed by Illumina Novaseq™6000 sequence platform (LC-Bio Technology, Hangzhou, Zhejiang, China). Genes differential expression analysis was performed by DESeq2 software between two different groups. The genes with the parameter of false discovery rate (FDR) below 0.05 and absolute fold change $\geq 2$  were considered differentially expressed genes. These differentially expressed genes were then subjected to enrichment analysis of GO functions and KEGG pathway.

### ChIP-seq and ChIP-PCR

ChIP experiments were performed based on previously described protocol with minor revision to analyze the binding partners of  $\beta$ -catenin (1). Three  $\beta$ -catenin $\Delta(ex3)/+$  mouse livers were used for  $\beta$ -catenin ChIP-seq. Livers were sonicated using a M220 Focused-ultrasonicator (Covaris, Woburn, MA, USA). Chromatin was immunoprecipitated with 4 $\mu$ g antibodies against  $\beta$ -catenin (Carboxy-terminal Antigen, #9587S) overnight at 4°C. ChIP-Seq libraries were prepared using Kapa LTP Library Preparation Kit (Kapa Biosystems, Sigma-Aldrich). ChIP-Seq was performed on Illumina HiSeq3000. For the bioinformatic analysis of ChIP-Seq data, Bowtie2 was used for alignment. Enriched peaks were identified using MACS2 with FDR < 0.01 (2-4). ChIPseeker was used for peaks annotation (5). Peaks enrichment distribution was analyzed by Deeptools (6). For  $\beta$ -catenin ChIP-PCR, 4 replicates were performed. Briefly, 80-100mg of wild-type mouse livers were used as chromatin samples which were prepared using ChIP Chromatin Shearing Tissue Kit (Covaris). Sonication was performed using a M220 Focused-ultrasonicator (Covaris) according to the manufacturer's protocol for 15 min, and chromatin was immunoprecipitated with 4 $\mu$ g antibodies against  $\beta$ -catenin overnight at 4°C. The ChIP samples were analyzed by real-time PCR using primers as followed. All values obtained were normalized to the primers of negative control region.

NC

forward: 5'-GTTTGAAGTTTGGGCGGTCC-3'

reverse: 5'-CTGAACCCCTTAGGGTGACG-3'

Site 1

forward: 5'-TGACCTCATGGGGTGAAGT-3'

reverse: 5'-CCACCTCAAGGTCTTTGCCT-3'

Site 2

forward: 5'-AGGGCGTTAGATTGTGAGCC-3'

reverse: 5'-AGGTTAAGAGCACCGACTGC-3'

Site 3

forward: 5'-CAGGTATGTACACCCGCTGA-3'

reverse: 5'-TATGCCAGCCTAGGCAAGTG-3'

Site 4

forward: 5'-CCCATGGCGCTGACTACAG-3'

reverse: 5'-AGTAGATGCAAGTGAGGAGCC-3'

Site 5

forward: 5'-GAACCGCTGGTCTAGGAACT-3'

reverse: 5'-TACTTCCCGGCAATCAAAGGG-3'

### **CCK8 assay**

Cells (5000 in each well) were seeded in 96-well plates and were treated with DMSO, Pri-724 (20 $\mu$ M), CCT (5 $\mu$ M) or BRQ (5 $\mu$ M). Cell viability was measured 48 h later by Cell Counting Kit-8 (Selleck Biotechnology, TShanghai, China). The absorbance at 450 nm wavelength was determined.

### **Cell apoptosis assay**

HepG2, M97h and Huh7 cells were treated with DMSO, Pri-724 (20 $\mu$ M), CCT (5 $\mu$ M) or BRQ (5 $\mu$ M) for 48 h. The floating apoptotic cells in supernatant were collected and the adherent cells were trypsinized. Apoptosis of total cells was determined by flow cytometry using Annexin V-FITC Apoptosis Detection Kit (Beyotime, Shanghai, China).

### **Cell migration assay**

Cells were seeded into 6-well plates and were treated with DMSO, Pri-724 (20 $\mu$ M), CCT (5 $\mu$ M) or BRQ (5 $\mu$ M). Wound was generated by scratching across the cell monolayer with sterilized pipette tip and the cellular debris was washed away with PBS. Cell migration or protrusion from the wound boarder was measured and photographed under inverted microscope at 0 and 48 h.

### **Transwell assay**

Cells (2 x 10<sup>4</sup> for M97h and Huh7 cells, 4 x 10<sup>4</sup> for HepG2 cells) were loaded in the upper chamber of Transwell plates (8 mm pore size; BD Biosciences, LA, USA) in DMEM without serum. And these cells were treated with DMSO, Pri-724 (20 $\mu$ M), CCT (5 $\mu$ M) or BRQ (5 $\mu$ M). The lower chamber was filled with 15% FBS/DMEM. After 24 h, cells passing through the membrane were stained with 1% trypan blue and counted using a microscope (7).

Figure S1

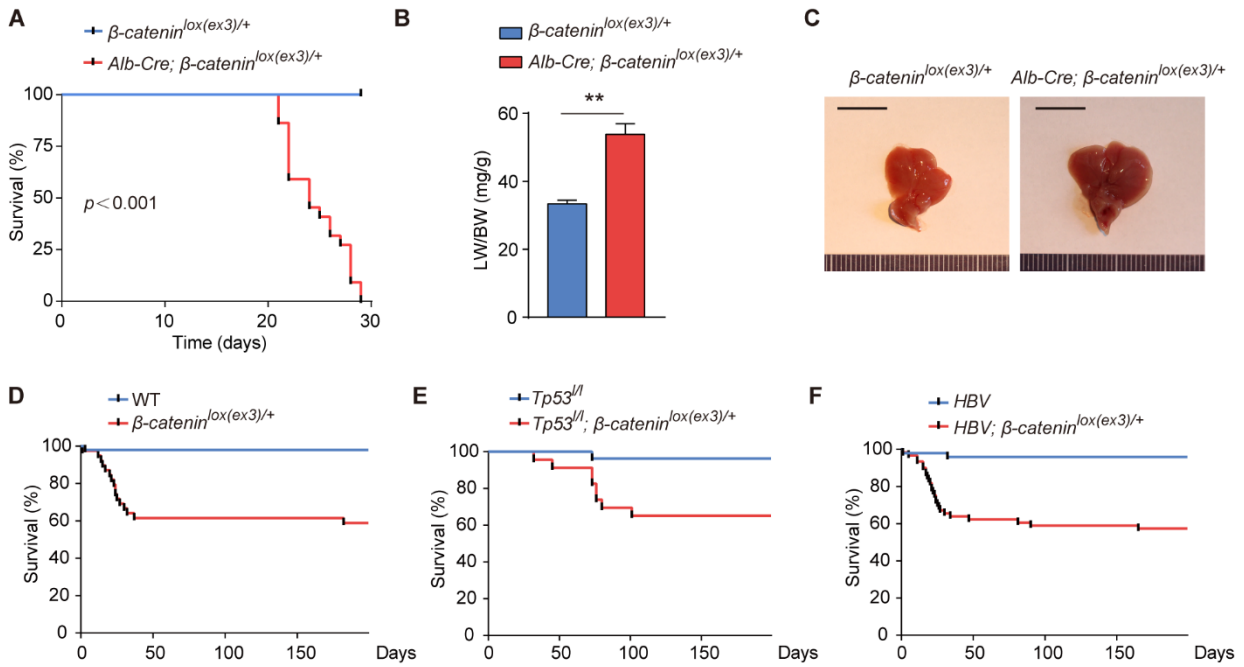

**Fig. S1 Hepatic  $\beta$ -catenin activation leads to acute mouse death.**

(A-C) Albumin-cre-mediated hepatic  $\beta$ -catenin exon 3 deletion. Survival (A), ratio of liver weight to body weight (B), and representative liver pictures (C) were presented. (D-E) After Cre-adenoviruses tail vein injection, WT and  $\beta$ -catenin<sup>lox(ex3)/+</sup> mice (D), HBV and HBV;  $\beta$ -catenin<sup>lox(ex3)/+</sup> mice (E),  $Tp53^{fl/fl}$  and  $Tp53^{fl/fl}; \beta$ -catenin<sup>lox(ex3)/+</sup> mice (F) were monitored for survival.

Figure S2

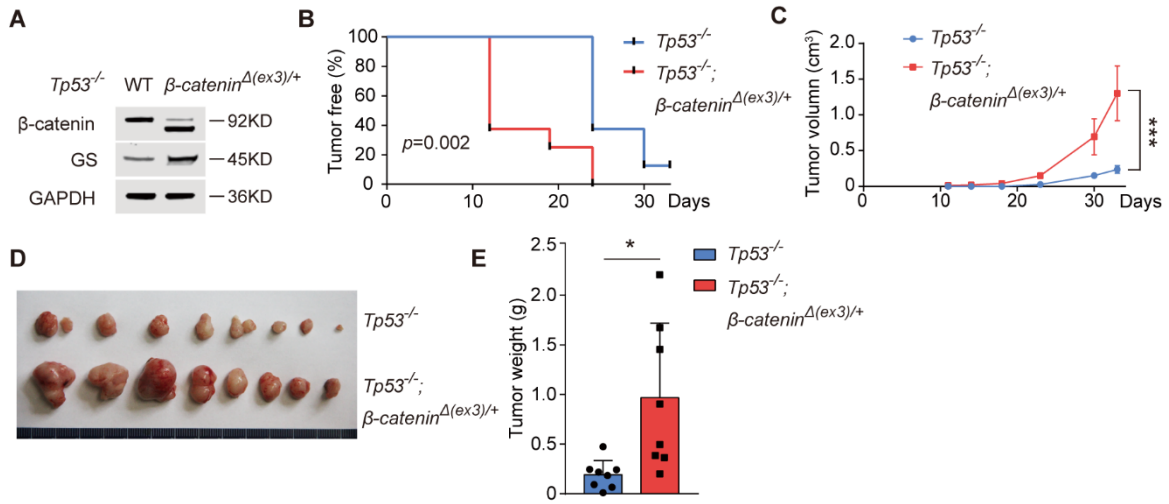

**Fig. S2 β-catenin activation boosts tumorigenic potential of TP53 null MEFs.**

(A) Immunoblotting of MEFs. Tumor free curves (B), tumor volume curves (C), tumor pictures (D) and tumor weight statistical analysis (E) of nude mice subcutaneously inoculated with wildtype and *β-catenin*<sup>Δ(ex3)/+</sup> MEFs (n=8 per group). \* $p < 0.05$ ; \*\*\* $p < 0.001$ . Data are shown as mean  $\pm$  SD.

Figure S3

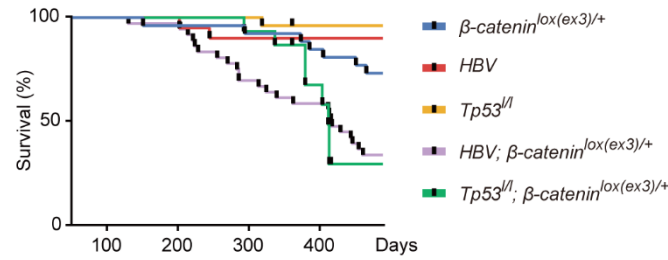

**Fig. S3 Survival of Cre-adenovirus-inoculated  $\beta$ -catenin<sup>lox(ex3)/+</sup> mice, HBV mice, Tp53<sup>l/l</sup> mice, HBV;  $\beta$ -catenin<sup>lox(ex3)/+</sup> mice, and Tp53<sup>l/l</sup>;  $\beta$ -catenin<sup>lox(ex3)/+</sup> mice.**

$\beta$ -catenin<sup>lox(ex3)/+</sup> mice (n=27), HBV mice (n=21), Tp53<sup>l/l</sup> mice (n=27), HBV;  $\beta$ -catenin<sup>lox(ex3)/+</sup> mice (n=39) and Tp53<sup>l/l</sup>;  $\beta$ -catenin<sup>lox(ex3)/+</sup> mice (n=20) were injected with Cre-adenovirus via tail vein 7 weeks after birth. Survivals of these mice were monitored up to 485 days.  $\beta$ -catenin<sup>lox(ex3)/+</sup> mice vs HBV mice,  $p=0.0645$ ;  $\beta$ -catenin<sup>lox(ex3)/+</sup> mice vs Tp53<sup>l/l</sup> mice,  $p=0.0538$ ;  $\beta$ -catenin<sup>lox(ex3)/+</sup> mice vs HBV;  $\beta$ -catenin<sup>lox(ex3)/+</sup> mice,  $p < 0.001$ ;  $\beta$ -catenin<sup>lox(ex3)/+</sup> mice vs Tp53<sup>l/l</sup>;  $\beta$ -catenin<sup>lox(ex3)/+</sup> mice,  $p < 0.001$ ; HBV mice vs HBV;  $\beta$ -catenin<sup>lox(ex3)/+</sup> mice,  $p < 0.001$ ; Tp53<sup>l/l</sup> mice vs Tp53<sup>l/l</sup>;  $\beta$ -catenin<sup>lox(ex3)/+</sup> mice,  $p < 0.001$ .

Figure S4  
A

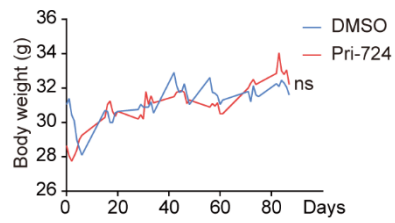

**Fig. S4 Pri-724 does not affect body weight of mice.**

7-week-old *HBV*;  $\beta$ -catenin<sup>lox(ex3)/+</sup> mice were first injected with *Cre*-adenovirus to cause somatic  $\beta$ -catenin mutation in mouse liver. These mice were then treated with DMSO or Pri-724 from 5 months to 8 months after birth. Body weights were analyzed.

Figure S5

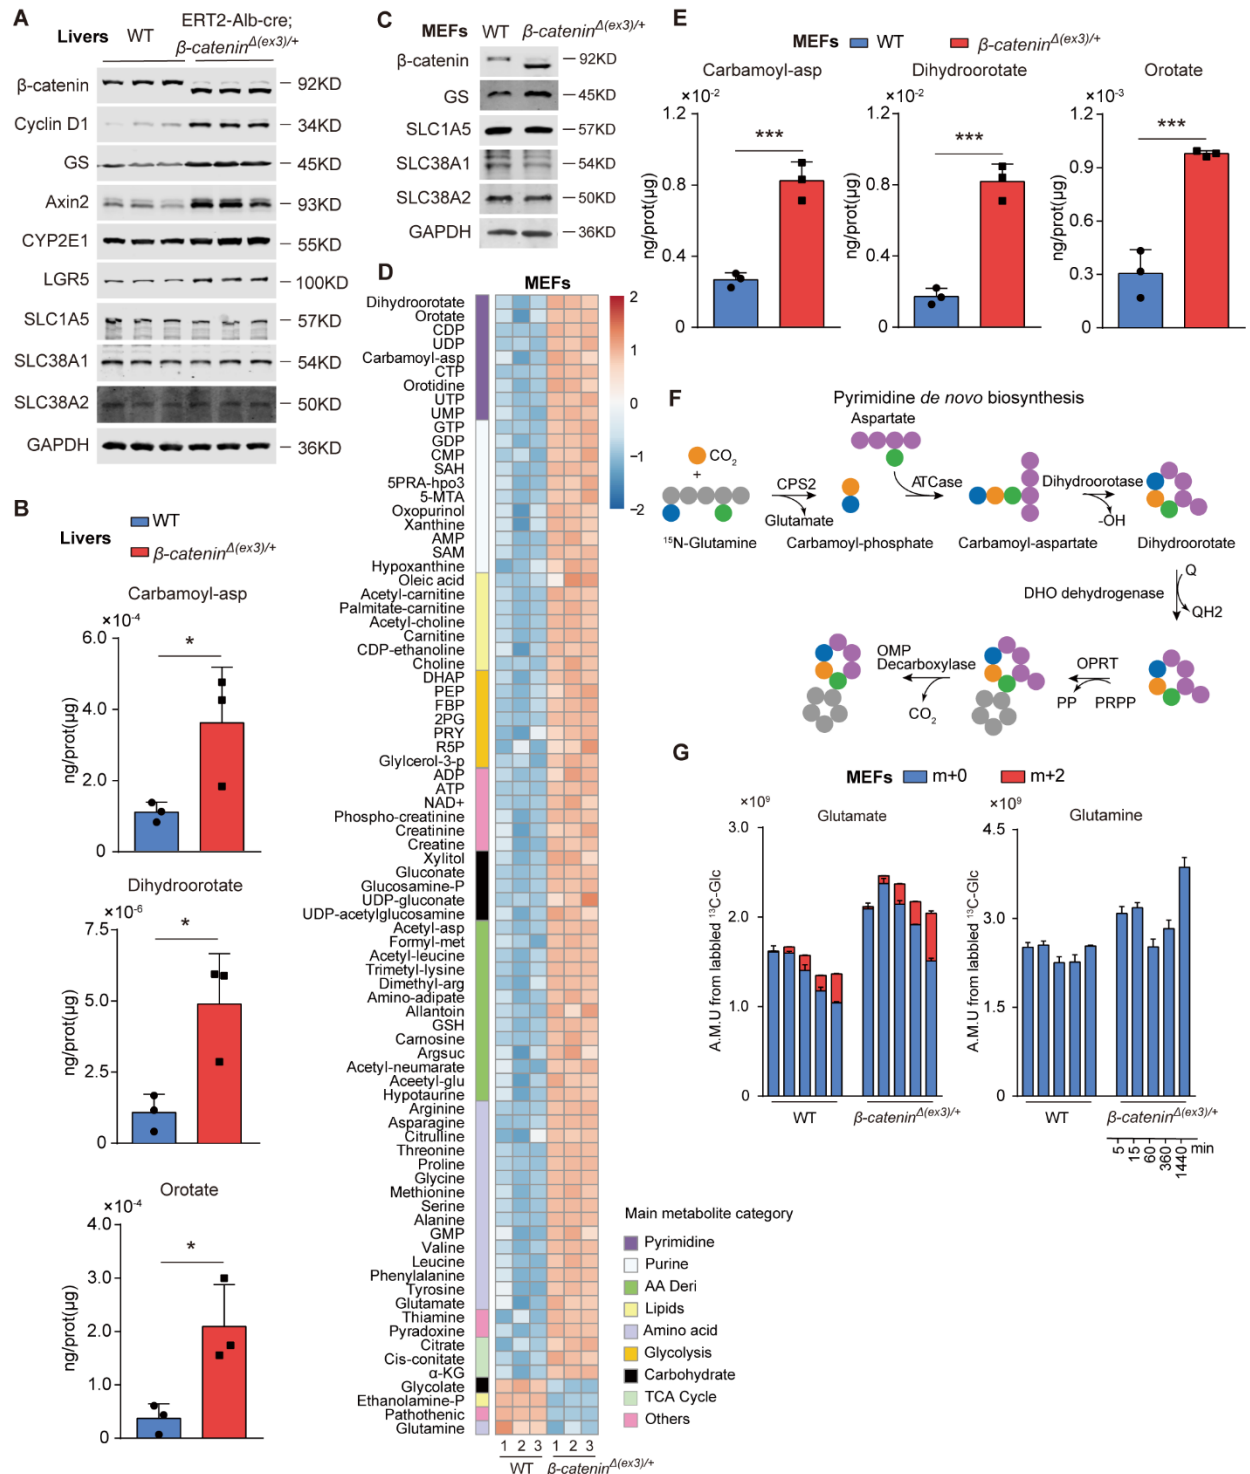

**Fig. S5 Oncogenic  $\beta$ -catenin stimulates *de novo* pyrimidine synthesis.**

(A) Immunoblotting of livers. (B) Steady state levels of pyrimidine biosynthesis metabolites of livers. (C) Immunoblotting of MEFs. (D) Steady-state metabolite heatmaps of MEFs. (E) Steady state levels of

metabolites in  $\beta$ -catenin<sup>Δ(ex3)/+</sup> MEFs (F) Schematic illustration of *de novo* pyrimidine synthesis pathway. (G) The incorporation flux of glutamate and glutamine from <sup>13</sup>C-glucose in MEFs at indicated time points. Data are representative of at least three independent experiments. \**p* < 0.05; \*\*\**p* < 0.001. Analysis was performed using *t* test. Data are shown as mean ± SD.

Figure S6

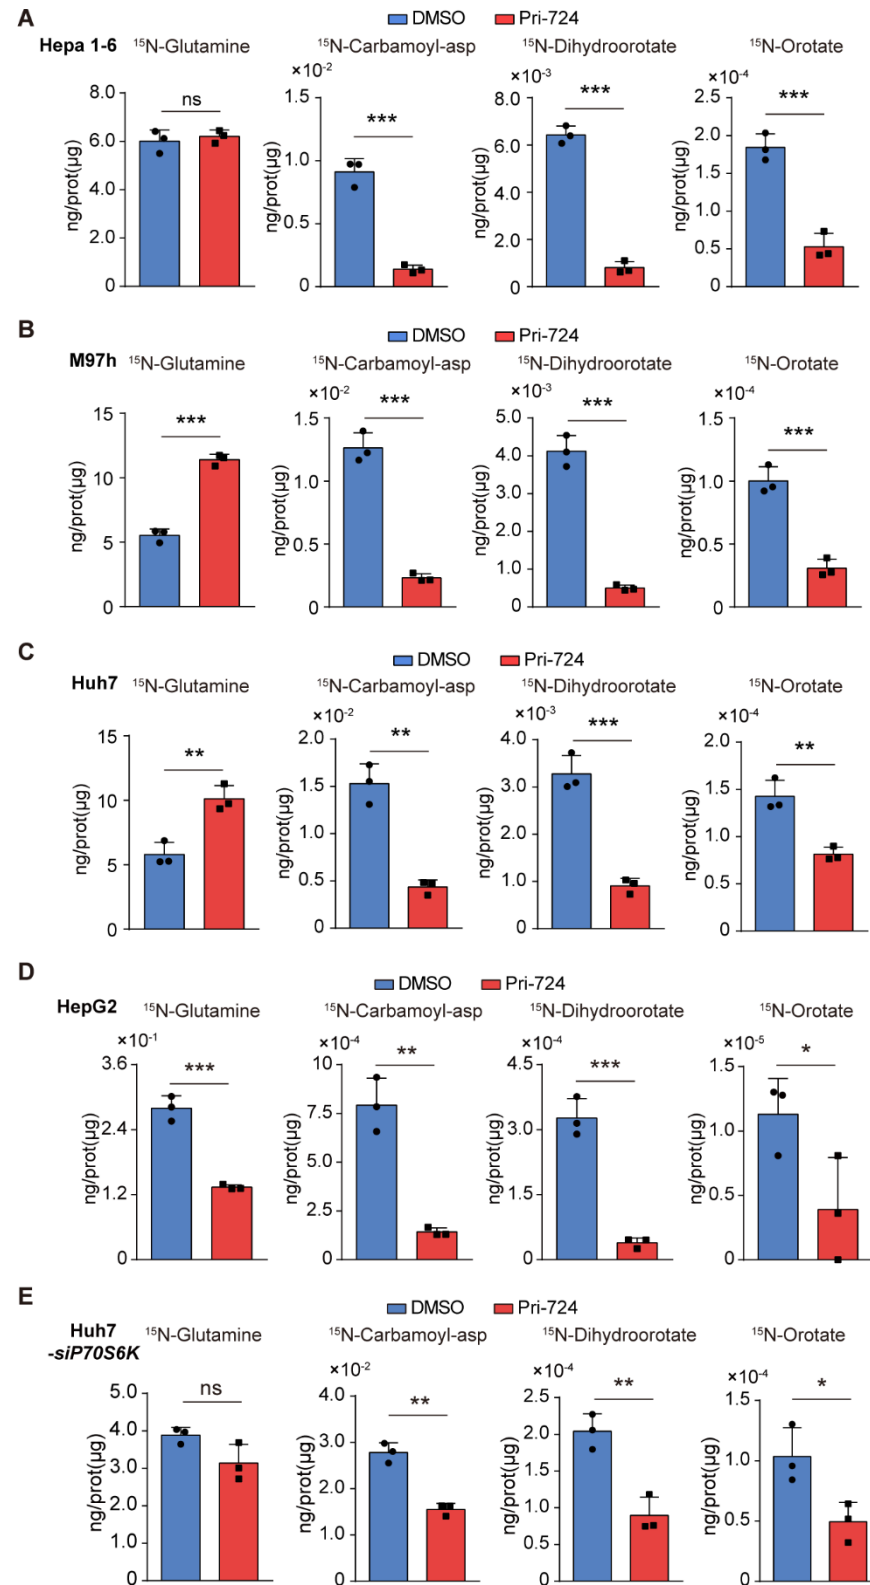

Fig. S6 Stimulation of pyrimidine synthesis by oncogenic  $\beta$ -catenin in various cell types.

Abundance of  $^{15}\text{N}$ -labeled metabolites in Hepa1-6 (A), M97h (B), Huh7 (C), HepG2 (D) and S6K-depleted Huh7 cells (E) with DMSO or Pri-724 (20 $\mu\text{M}$ ) treatment for 24 hours and a 12-minute pulse labelling of  $^{15}\text{N}$ -glutamine. \* $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ . Analysis was performed using  $t$  test. Data are shown as mean  $\pm$  SD.

Figure S7

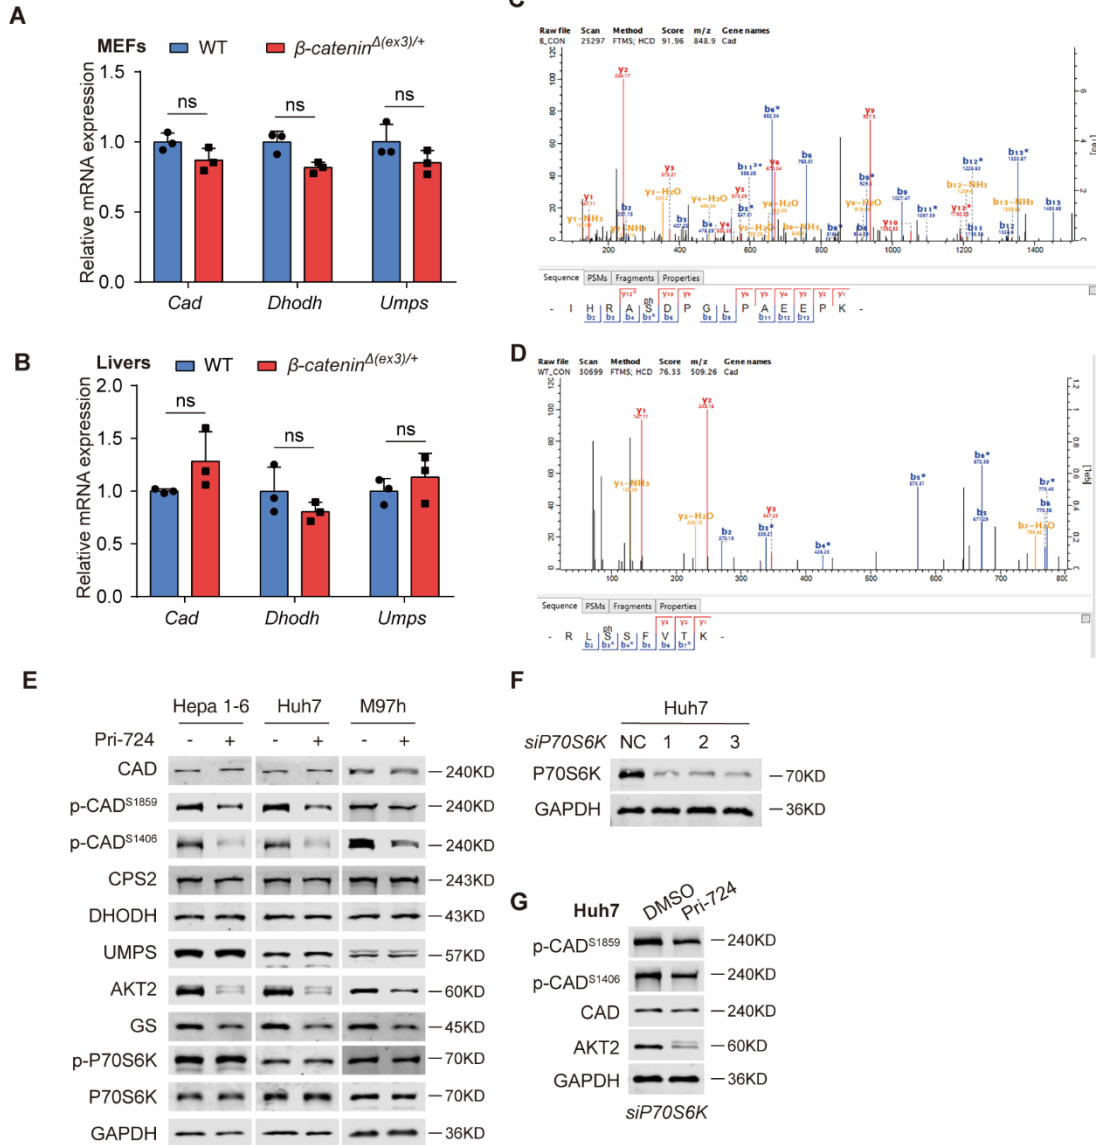

**Fig. S7 Oncogenic  $\beta$ -catenin potentiates CAD phosphorylation and promotes Akt2 transcription.**

(A, B) *Cad*, *Dhodh* and *Umps* mRNA levels of MEFs (A) and mouse livers (B) were measured by qRT-PCR and are presented as mean  $\pm$  SD relative to wildtype MEFs or livers, respectively. (C, D) LC/MS/MS tandem mass spectrum of CAD protein from MEFs (C) and mouse livers (D). The phosphorylation sites including S1406 and S1859 of CAD protein are shown as indicated. (E-G) Immunoblotting. (E) Hepa1-6, M97h and Huh7 cells with DMSO or Pri-724 (20 $\mu$ M) treatment for 24 hours; (F) Validation of S6K depletion. Huh7 cells were transfected with scramble or S6K-targeted siRNAs for 48 hours. (G) S6K-depleted Huh7 cells were treated with DMSO or Pri-724 (20 $\mu$ M) for 24 hours.

Figure S8

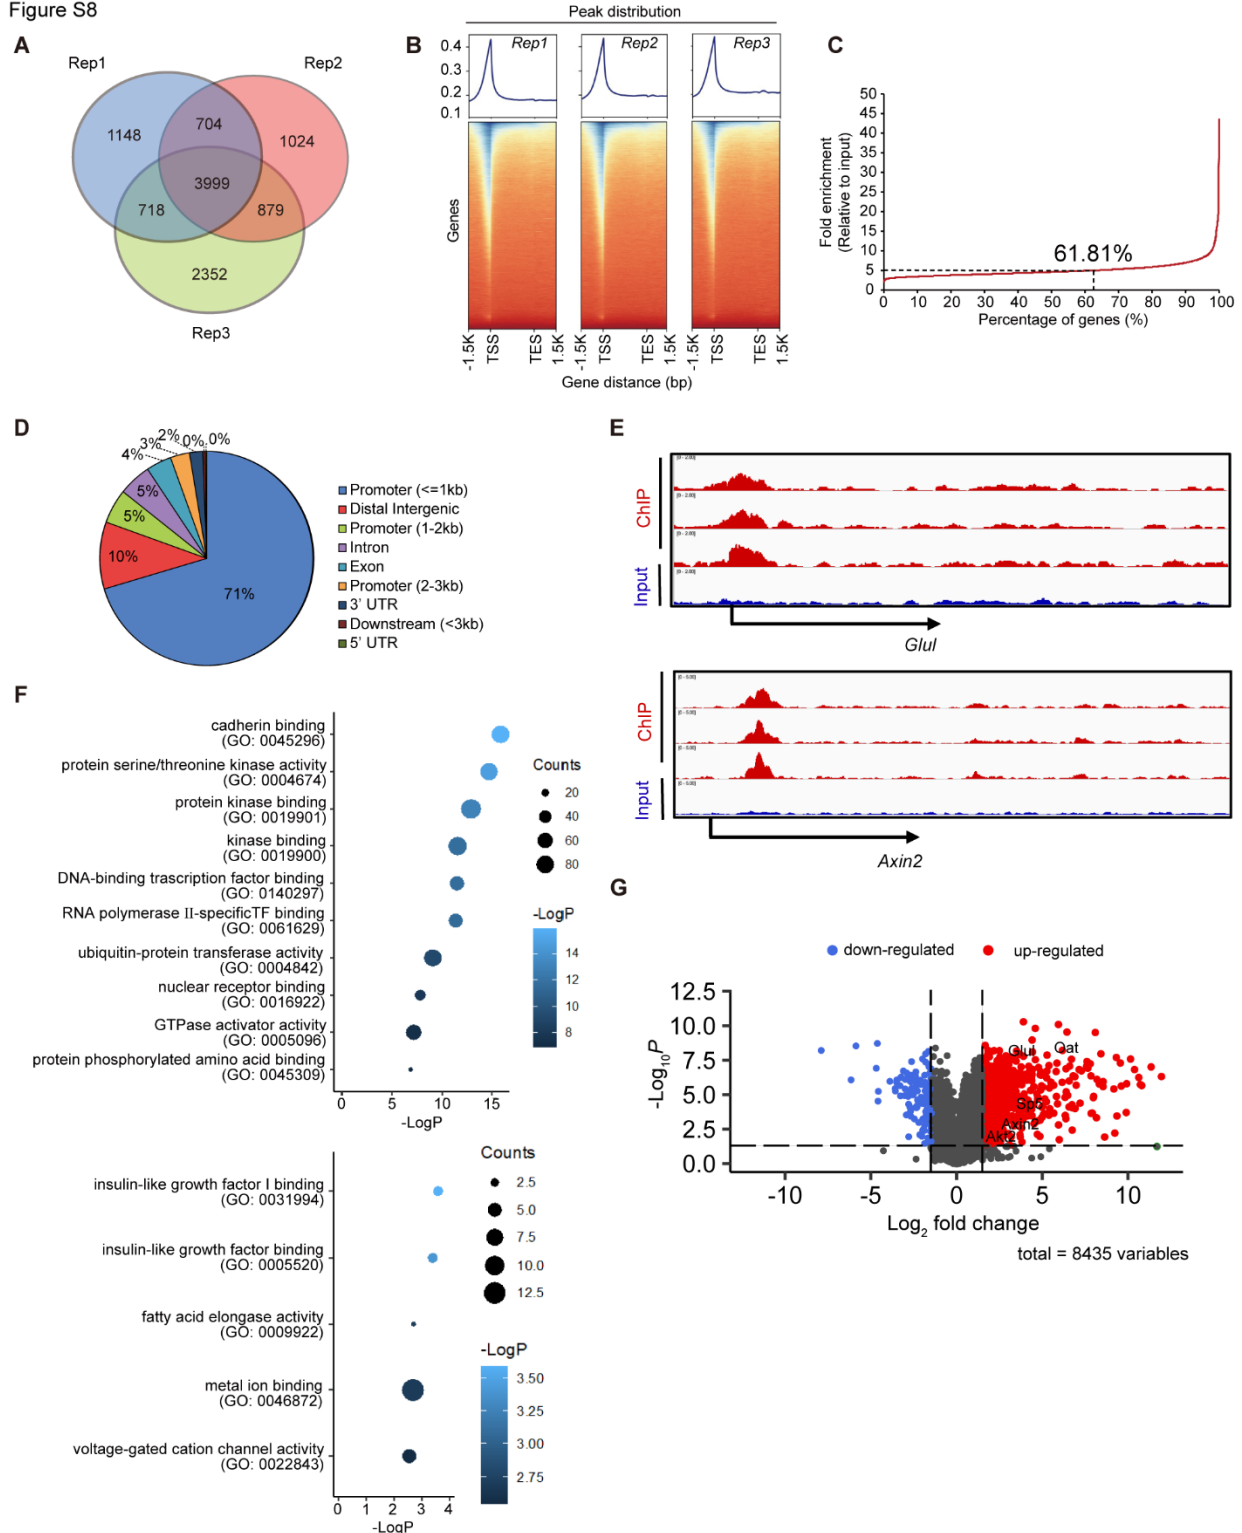

**Fig. S8 Analysis of ChIP-seq and RNA-seq for mouse livers.**

(A-E)  $\beta$ -catenin ChIP-seq was performed for  $\beta$ -catenin $^{\Delta(ex3)/+}$  livers. (A) The overlap of  $\beta$ -catenin-binding genes in 3 replicates ( $n=3999$ ). (B) Upper: Metagene representation of  $\beta$ -catenin ChIP-seq signals. Lower:

Heat map of reproducible counts centered around a gene transcription start site for  $\beta$ -catenin ChIP-seq samples in mouse livers (n=3). TSS: transcription start site, TTS: transcription terminate site. (C) An average fold enrichment profile is shown for genes enriched >2-fold (n=387) with  $p < 0.01$  and FDR < 0.01. (D) Binding pattern of  $\beta$ -catenin (n=3999). (E)  $\beta$ -catenin ChIP-seq profiles at *Glul* and *Axin2* genomic loci. (F-G) RNA-seq was performed for wildtype and  $\beta$ -catenin $\Delta(ex3)/+$  livers. 

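Gene lists for 3 of the terms drawn in Fig. S8F were compared with the differentially expressed genes by one-sided Fisher's exact tests, against the other genes tested. The GO annotation that the paper used is not used here; the lists were written by hand. Of the protein kinases tested 6.57% were higher in *β-catenin Δ(ex3)/+* livers, against 8.21% of the other genes, an odds ratio of 0.786 (Fisher's exact test, p = 0.885). Without the expression filter the odds ratio was 1.19. Of 19 genes tested for insulin-like growth factor binding, 3 were lower in *β-catenin Δ(ex3)/+* livers, an odds ratio of 3.98 (Fisher's exact test, p = 0.0518). The p of this test was under 0.05 without the expression filter, at a mean FPKM of at least 1, after median-ratio scaling, after quantile normalization and without *β-catenin Δ(ex3)/+* replicate 3. By limma's cameraPR, which compares the mean t-statistic of a list with that of the other genes tested, the list was lower. Its mean log2 fold change was -0.54 (cameraPR adjusted p = 2.68e-07). A few genes with very large t-statistics, such as *Igfbp1* and *Igfbp2* here, can carry a mean of this kind. The 3 lower genes were *Igfbp1*, *Igfbp2* and *Igfbp3*, with log2 fold changes of -5.79, -4.60 and -2.49, while *Ccn1* and *Ccn5* of the same list were higher, with log2 fold changes of 1.25 and 3.74. *Igfbp1* fell from 1057 ± 8.42 FPKM (SD, n = 3) in WT to 18.1 ± 0.714 FPKM (SD, n = 3) in *β-catenin Δ(ex3)/+* livers. Of 5 fatty acid elongases tested, 2 were lower, *Elovl2* and *Elovl5*, with log2 fold changes of -1.79 and -1.01, an odds ratio of 14.1 for the list (Fisher's exact test, p = 0.0186) that did not pass without *β-catenin Δ(ex3)/+* replicate 1 (odds ratio 5.31, Fisher's exact test, p = 0.206). *Elovl3* and *Elovl6* were higher, with log2 fold changes of 1.83 and 3.06, so that the mean over the 5 elongases was 0.53 and the list did not pass limma's cameraPR (cameraPR adjusted p = 0.664).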

(F) GO annotation of upregulated genes (Upper) and down-regulated (Lower) genes. (G) Analysis of differentially expressed genes.

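At the dashed lines of Fig. S8G, an absolute log2 fold change of 1.5, 759 genes with a limma adjusted p-value under 0.05 were found, 521 higher and 238 lower in *β-catenin Δ(ex3)/+* livers. At any fold change, 7551 genes had an adjusted p-value under 0.05. The WT and *β-catenin Δ(ex3)/+* livers did not overlap for 66.0% of the genes tested, against 10% by chance with 3 livers in each group. The share of higher genes among the differentially expressed genes was 64.4%. It was 54.2% after median-ratio scaling, which moved the median log2 fold change of all genes tested by -0.12, and 49.5% after quantile normalization, which moved it by -0.16. The largest increases were those of *Mup22* and *Mup12*, which had 1505 ± 228 and 1268 ± 36.5 FPKM (SD, n = 3) in *β-catenin Δ(ex3)/+* livers and were listed at 0 in each WT liver. Both belong to a family of near-identical major urinary protein genes on chromosome 4 between which fragments can be split, so their own levels are uncertain. The largest decreases were those of *H19*, with 2353 ± 28.6 FPKM (SD, n = 3) in WT and 0.0260 ± 0.0196 FPKM (SD, n = 3) in *β-catenin Δ(ex3)/+* livers, and of *Igf2*, with 829 ± 22.9 FPKM (SD, n = 3) in WT livers and listed at 0 in each *β-catenin Δ(ex3)/+* liver. *Xist* and the Y-linked genes part the same groups, so genotype and sex cannot be told apart for these increases and decreases. For *H19* and *Igf2* the expression values leave a difference in developmental stage open too, though the labels give the same age.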

Figure S9

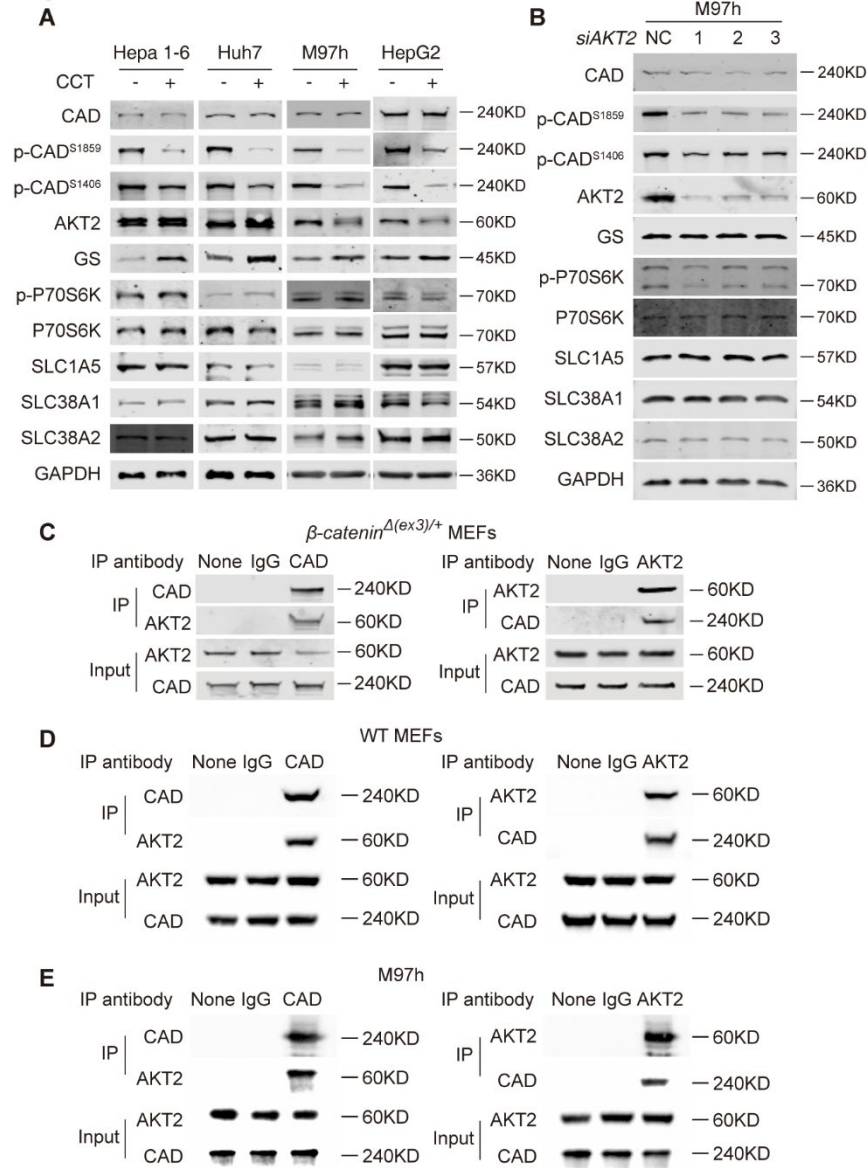

**Fig. S9 CAD is a substrate of AKT2.**

(A) Immunoblotting of Hepa 1-6, M97h, Huh7 and HepG2 cells treated with DMSO or CCT for 6 hours. (B) Immunoblotting of M97h cells transfected with scramble or *Akt2* targeted siRNAs. (C-E) Co-immunoprecipitation assays were performed using lysates from  $\beta$ -catenin<sup>Δ(ex3)/+</sup> MEFs (C), wildtype MEFs (D) and M97h cells (E).

Figure S10

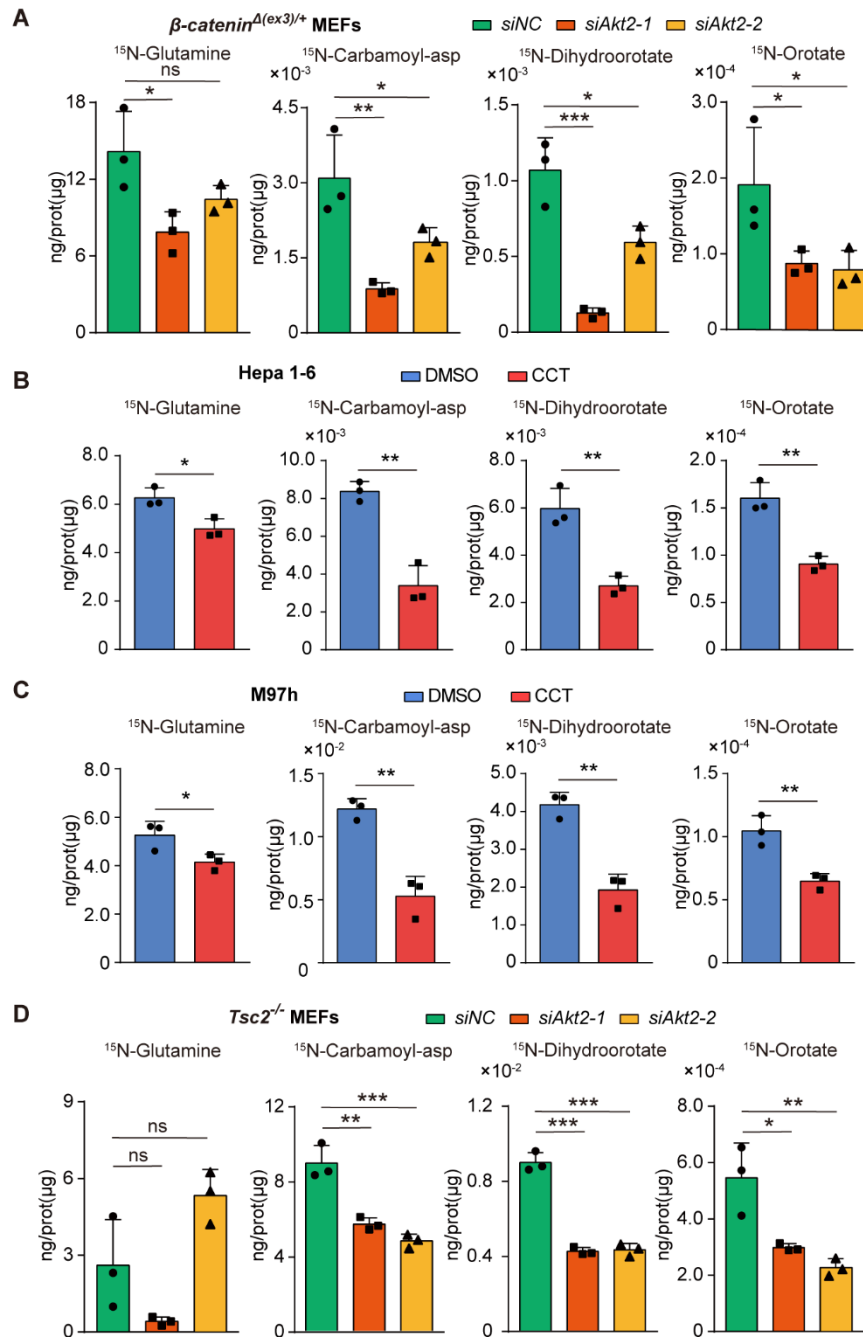

**Fig. S10 AKT2 promotes *de novo* pyrimidine synthesis in various cell settings.**

Abundance of  $^{15}\text{N}$ -labeled metabolites. (A) 48 hours after scramble or *Akt2* siRNAs transfection,  $\beta$ -catenin $\Delta(ex3)/+$  MEFs were then pulse labelled with  $^{15}\text{N}$ -glutamine for 12 minutes. (B-D) Hepa 1-6 (B), M97h (C) and Huh7 cells (D) were treated with vehicle or CCT (5 $\mu\text{M}$ ) for 6 hours and then pulse labelled with  $^{15}\text{N}$ -glutamine for 12 minutes. (E) 48 hours after scramble or *Akt2* siRNAs transfection, *Tsc2* $^{-/-}$  MEFs were pulse

labelled with  $^{15}\text{N}$ -glutamine for 12 minutes.  $*p < 0.05$ ;  $**p < 0.01$ ;  $***p < 0.001$ . Analysis was performed using  $t$  test. Data are shown as mean  $\pm$  SD.

Figure S11

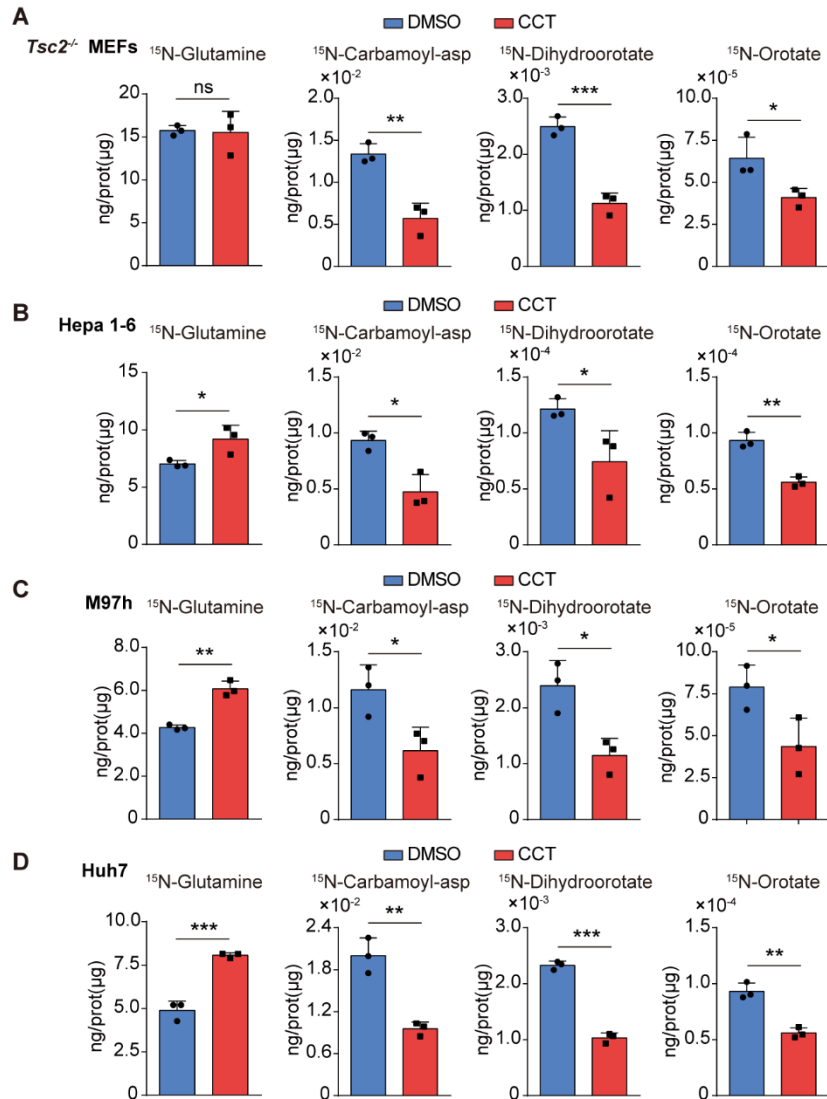

**Fig. S11 Interferences of AKT2 abolish pyrimidine synthesis in glutamine-abundant conditions.**

Abundance of <sup>15</sup>N-labeled metabolites. *Tsc2<sup>-/-</sup>* MEFs (A), Hepa 1-6 cells (B), M97h cells (C) and Huh7 cells (D) were treated with DMSO or CCT (5μM) for 6 hours and a 12-minute pulse labelling of <sup>15</sup>N-labeled glutamine. Excessive glutamine (6 mM) was provided for CCT-treated cells and standard dose of glutamine (2 mM) was provided for DMSO-treated cells. \**p* < 0.05; \*\**p* < 0.01; \*\*\**p* < 0.001. Analysis was performed using *t* test. Data are shown as mean ± SD.

Figure S12

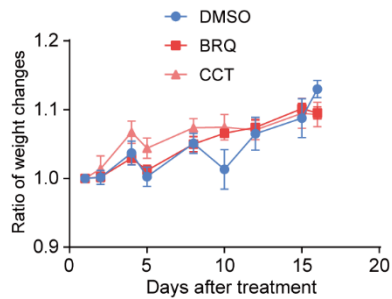

**Fig. S12 BRQ or CCT treatment does not affect body weight of nude mice.**

Body weight changes of nude mice.  $\beta$ -catenin <sup>$\Delta$ (ex3)/+</sup> MEFs bearing nude mice were treated with DMSO, BRQ or CCT.

**A**

Cell proliferation

HepG2 M97h Huh7

\*\*\*

\*\*\*

\*\*\*

\*\*\*

\*\*\*

\*\*\*

DMSO Pri-724 CCT BRQ

**B**

PI

HepG2 M97h Huh7

DMSO Pri-724 CCT BRQ

FITC-Annexin V

**C**

% Apoptosis cells

HepG2 M97h Huh7

\*\*\*

\*\*\*

\*\*\*

\*\*\*

\*\*\*

\*\*\*

DMSO Pri-724 CCT BRQ

**Fig. S13 Suppressing  $\beta$ -catenin/AKT/pyrimidine synthesis inhibits proliferation and induces apoptosis of liver cancer cells.**

HepG2, M97h and Huh7 cells were treated with DMSO, Pri-724 (20 $\mu$ M), CCT (5 $\mu$ M) or BRQ (5 $\mu$ M) for 48 hours. Cell proliferation (A) was checked by CCK8 assay and cell apoptosis was assessed by flow cytometry(B). Data are shown as mean  $\pm$  SD. \*\*\* $p < 0.001$ .

Figure S14

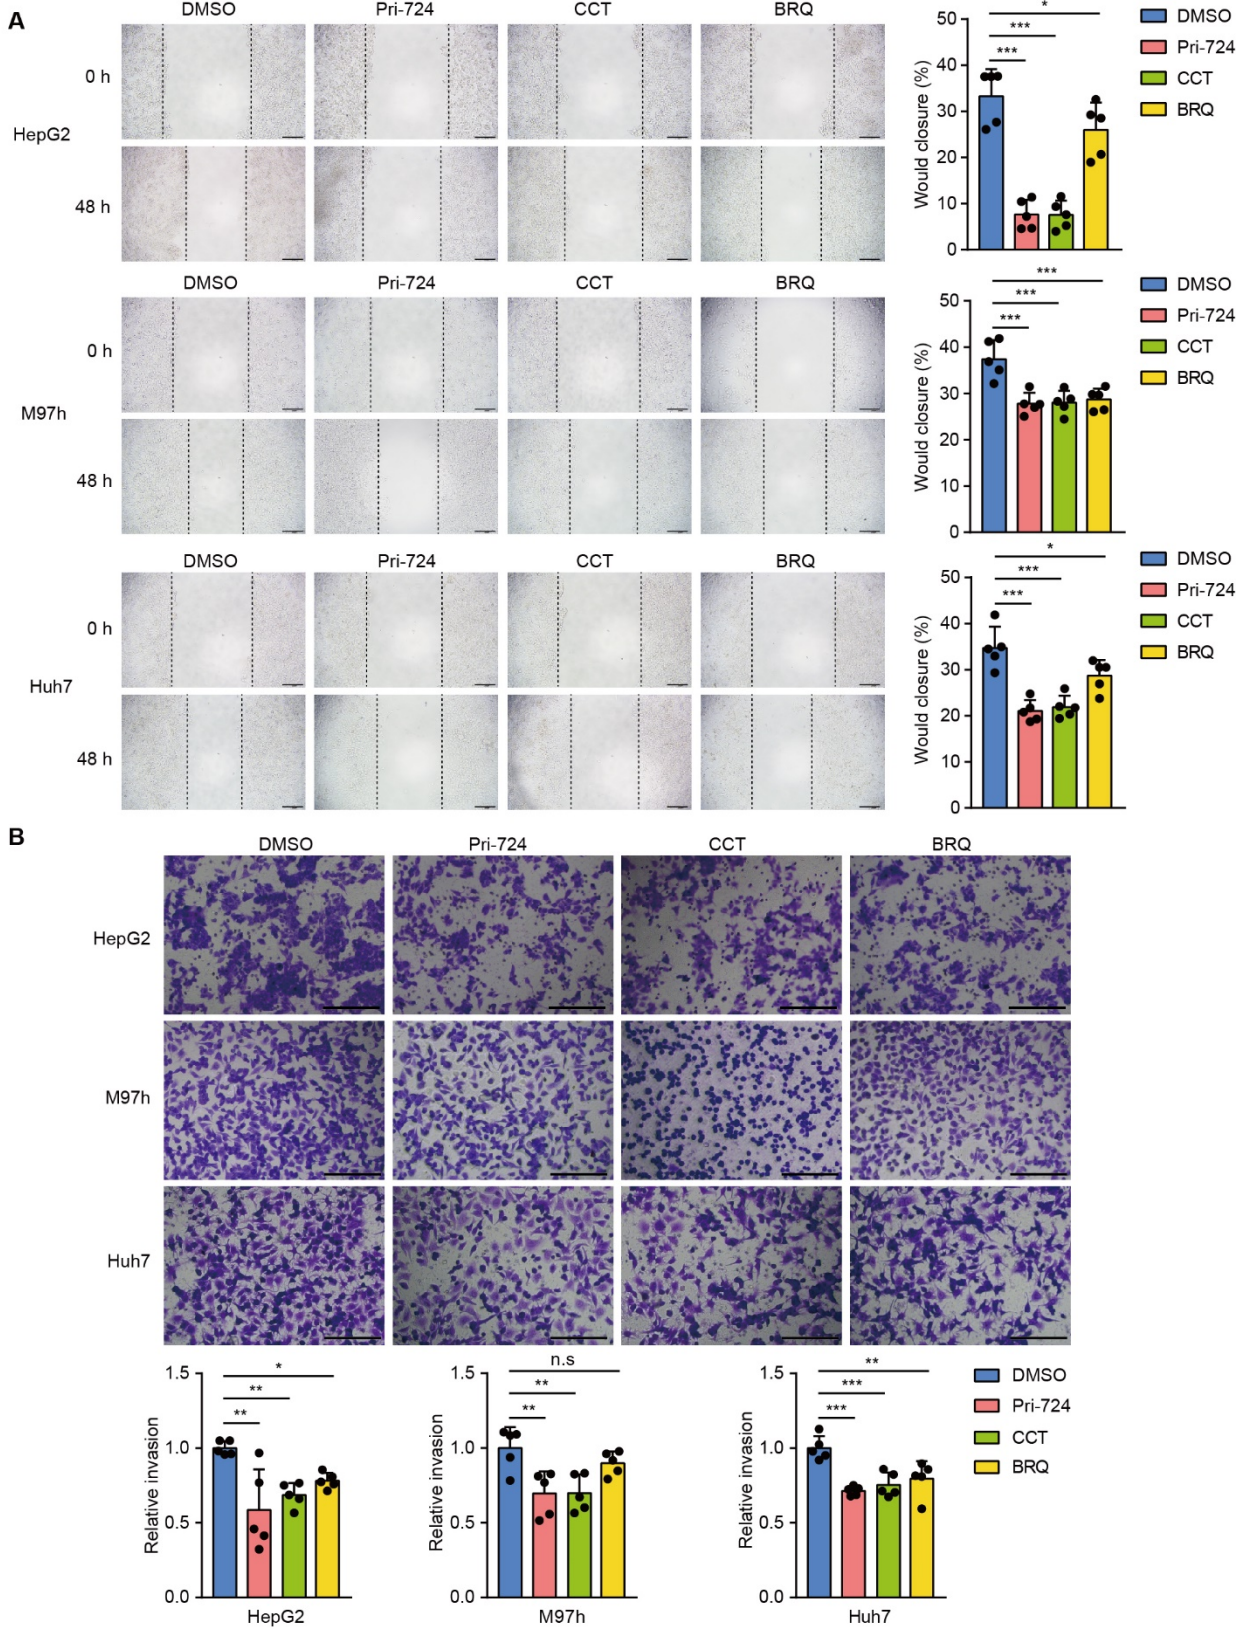

**Fig. S14 Effect of suppressing  $\beta$ -catenin/AKT/pyrimidine synthesis on migration and invasion of liver cancer cells.**

HepG2, M97h and Huh7 cells were treated with DMSO, Pri-724 (20 $\mu$ M), CCT (5 $\mu$ M) or BRQ (5 $\mu$ M). Cell migration was examined by wound scratch assay (48 h) (A) and cell invasion was evaluated by transwell assay (24 h) (B). Data are shown as mean  $\pm$  SD. \* $p$  < 0.05, \*\* $p$  < 0.01, \*\*\* $p$  < 0.001.

Figure S15

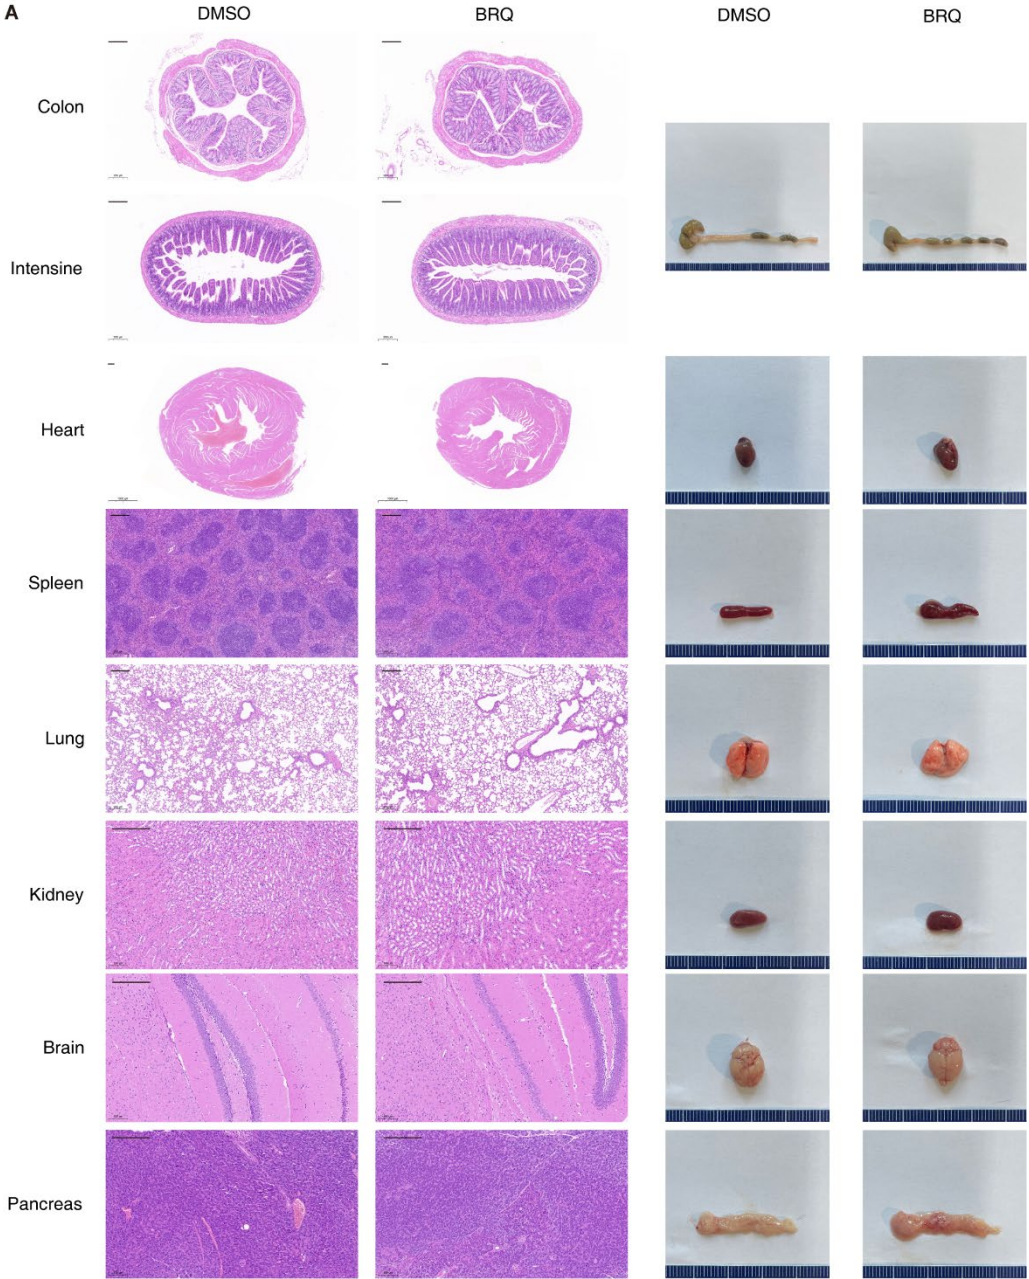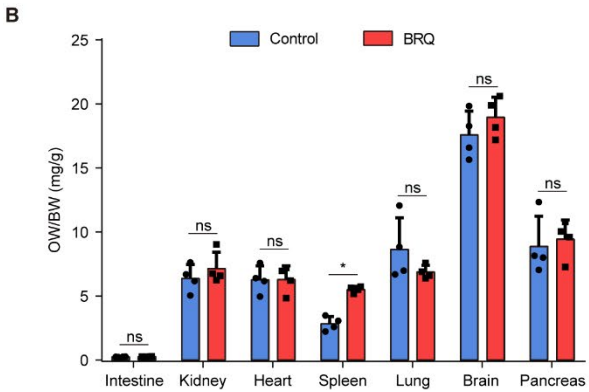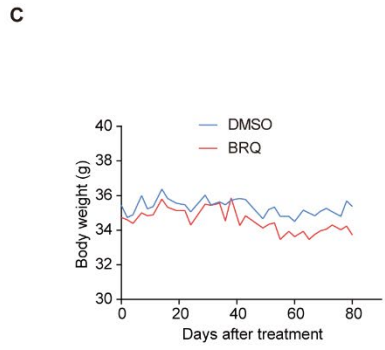

**Fig. S15 BRQ has minimal toxicity for mice.**

7- week-old *HBV*;  $\beta$ -*catenin*<sup>lox(ex3)/+</sup> mice were injected via tail vein with *Cre*-adenoviruses. DMSO or BRQ treatment was started when mice were 7-month-old. Mice were sacrificed 3 months later. (A) H&E staining and pictures of the organs. (B) Ratios of organ weight to body weight. (C) Body weight changes of mice. Analysis was performed using *t* test. Data are shown as mean  $\pm$  SD.

**Table S1. Tumor formation in  $\beta$ -catenin<sup>lox(ex3)/+</sup> mice.**

| No                | Benign       | Malignant    |
|-------------------|--------------|--------------|
| 1                 | -            | -            |
| 2                 | -            | -            |
| 3                 | -            | -            |
| 4                 | -            | -            |
| 5                 | -            | -            |
| 6                 | -            | -            |
| 7                 | -            | -            |
| 8                 | -            | +            |
| 9                 | -            | +            |
| 10                | +            | +            |
| 11                | -            | +            |
| 12                | +            | -            |
| 13                | +            | +            |
| 14                | +            | +            |
| 15                | -            | +            |
| 16                | +            | +            |
| 17                | -            | +            |
| 18                | +            | +            |
| 19                | +            | +            |
| 20                | +            | +            |
| 21                | +            | -            |
| 22                | -            | +            |
| 23                | +            | -            |
| 24                | -            | +            |
| 25                | +            | +            |
| 26                | -            | +            |
| <b>Percentage</b> | <b>42.3%</b> | <b>61.5%</b> |

Liver tumor formation in each 13-month-old  $\beta$ -catenin<sup>lox(ex3)/+</sup> mouse which had tail vein injection of Cre-adenoviruses at age of 7 weeks. “+” indicates visible tumors on the surface of livers, while “-” indicates no visible tumors.

Table S2. Analysis of HCC genomic sequencing data from various studies.

**Table S3. Oncogenic  $\beta$ -catenin stimulates phosphorylation of S1406 and S1859 in CAD.**

| Sample Name    | Sample Type | Protein accession | Position | Mut/WT Ratio | Regulated Type | Amino acid | Gene name | Localization probability | PEP         | Score  | Modified sequence      | Charge | MS/MS Count |
|----------------|-------------|-------------------|----------|--------------|----------------|------------|-----------|--------------------------|-------------|--------|------------------------|--------|-------------|
| <b>Mut/WT</b>  | MEFs        | B2RQC6            | 1859     | 1.368        | Up             | S          | Cad       | 1                        | 3.9069E-24  | 169.43 | IHRAS(1)DPGLPAEEPK     | 2      | 1           |
| <b>Mut/WT</b>  | MEFs        | B2RQC6            | 1406     | 2.851        | Up             | S          | Cad       | 0.887448                 | 0.000305255 | 103.76 | RLS(0.887)S(0.113)FVTK | 2      | 3           |
| <b>Mut/WT</b>  | Livers      | B2RQC6            | 1859     | 1.718        | Up             | S          | Cad       | 1                        | 0.000467012 | 91.964 | IHRAS(1)DPGLPAEEPK     | 12     |             |
| <b>Mut/WT</b>  | Livers      | B2RQC6            | 1406     | 2.792        | Up             | S          | Cad       | 0.82252                  | 0.00157649  | 76.332 | RLS(0.823)S(0.177)FVTK | 5      |             |
| <b>Pri/Con</b> | MEFs        | B2RQC6            | 1859     | 0.556        | Down           | S          | Cad       | 1                        | 0.000467012 | 91.964 | IHRAS(1)DPGLPAEEPK     | 3      | 12          |
| <b>Pri/Con</b> | MEFs        | B2RQC6            | 1406     | 0.647        | Down           | S          | Cad       | 0.82252                  | 0.00157649  | 76.332 | RLS(0.823)S(0.177)FVTK | 2      | 5           |

LC/MS spectrum analysis of the peptides IHRApSDPGLPAEEPK and RLpSSFVTK containing the phosphorylation sites of S1859 and S1406 from CAD protein in MEFs and livers.

**Table S4. The docking score of peptides with AKT2.**

| Peptide | Receptor | Docking score (kcal/mol) |
|---------|----------|--------------------------|
| RRLSSFV | AKT2     | -9.41                    |
| HRASDPG | AKT2     | -8.74                    |

Docking score of AKT2 and RRLSSFV (S1406) or HRASDPG (S1859) of CAD protein. More negative score suggests better binding of the peptide with protein.

**Table S5. The contact list between RRLSSFV and AKT2.**

| Chain 1 | Residue | Chain 2 | Residue          | Interaction type          |
|---------|---------|---------|------------------|---------------------------|
| RRLSSFV | Arg1    | AKT2    | Glu236           | Salt bridge               |
| RRLSSFV | Arg2    | AKT2    | Glu279           | Salt bridge               |
| RRLSSFV | Arg2    | AKT2    | Glu315           | Salt bridge               |
| RRLSSFV | Ser4    | AKT2    | Mn <sup>2+</sup> | metal contact             |
| RRLSSFV | Ser5    | AKT2    | Mn <sup>2+</sup> | metal contact             |
| RRLSSFV | Val7    | AKT2    | Glu193           | Hydrogen bond interaction |
| RRLSSFV | Ser4    | AKT2    | ANP              | Hydrogen bond interaction |
| RRLSSFV | Ser5    | AKT2    | ANP              | Hydrogen bond interaction |

**Table S6. The contact list between HRASDPG and AKT2.**

| Chain 1 | Residue | Chain 2 | Residue | Interaction type          |
|---------|---------|---------|---------|---------------------------|
| HRASDPG | Arg2    | AKT2    | Glu236  | Salt bridge               |
| HRASDPG | Arg2    | AKT2    | Asp440  | Salt bridge               |
| HRASDPG | Asp5    | AKT2    | Lys277  | Salt bridge               |
| HRASDPG | His1    | AKT2    | Glu279  | Hydrogen bond interaction |
| HRASDPG | His1    | AKT2    | Glu442  | Hydrogen bond interaction |
| HRASDPG | Arg2    | AKT2    | Tyr438  | Hydrogen bond interaction |
| HRASDPG | Pro6    | AKT2    | His355  | Hydrogen bond interaction |
| HRASDPG | Ser4    | AKT2    | ANP     | Hydrogen bond interaction |
| HRASDPG | Arg2    | AKT2    | ANP     | Hydrogen bond interaction |

## SI References

1. P. Gade, D. V. Kalvakolanu, Chromatin immunoprecipitation assay as a tool for analyzing transcription factor activity. *Methods Mol Biol* **809**, 85-104 (2012).
2. B. Langmead, S. L. Salzberg, Fast gapped-read alignment with Bowtie 2. *Nat Methods* **9**, 357-359 (2012).
3. Y. Zhang *et al.*, Model-based analysis of ChIP-Seq (MACS). *Genome Biol* **9**, R137 (2008).
4. T. Liu, Use model-based Analysis of ChIP-Seq (MACS) to analyze short reads generated by sequencing protein-DNA interactions in embryonic stem cells. *Methods Mol Biol* **1150**, 81-95 (2014).
5. G. Yu, L. G. Wang, Q. Y. He, ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. *Bioinformatics* **31**, 2382-2383 (2015).
6. F. Ramírez *et al.*, deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res* **44**, W160-165 (2016).
7. X. Gai *et al.*, mTOR/miR-145-regulated exosomal GOLM1 promotes hepatocellular carcinoma through augmented GSK-3beta/MMPs. *J Genet Genomics* **46**, 235-245 (2019).

How the deposited data were processed for this re-analysis (not part of the article)

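RNA from 3 WT and 3 *β-catenin Δ(ex3)/+* livers was compared, 1 library per liver, grouped by the sample labels and the SI Appendix methods. The values deposited by the authors are FPKM per gene and liver, in 1 table of 31950 genes with 31950 distinct identifiers, so no values had to be summed per gene. The authors sequenced on a NovaSeq instrument and tested differential expression with DESeq2. The aligner, the counting tool, the genome build and any filter are not named in the paper's text or the sample labels. DESeq2 needs counts and was not run on the FPKM. Each column of the table was matched to a liver by its name, and 0 columns were left unused.
From the FPKM as deposited, log2(FPKM + 1) was computed for the 13243 genes with a mean FPKM of at least 0.5. One model over the 6 livers was fitted with limma 3.58.1 (lmFit, eBayes with an intensity trend) in R 4.3.3. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute fold change of at least 2 were taken as differentially expressed. Single genes were also compared by two-sided exact permutation tests, whose smallest p with 3 livers against 3 is 0.1. Lists of genes were tested by one-sided Fisher's exact tests and by limma's cameraPR with adjustment over 18 marker lists. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for the rest. Coordinates are those of the deposited table; GENCODE M21 was used for lengths, GC content and transcripts, and held 31856 of the identifiers.
The limma test was tested on simulated fragments for 13231 genes, 200 of them changed. It recovered 72.5% of the changed genes and 94.0% of those changed 4-fold, and called 0.0614% of the unchanged genes, which made up 5.23% of its calls. These calls used the adjusted p-value alone, without the fold change threshold. Each simulated gene had the same dispersion of 0.02, and far fewer genes were changed than the 7551 with an adjusted p-value under 0.05 in the livers. The rates are therefore not those of the calls reported here. FPKM keep no counts, so no counting intervals are given; the depth of each library was estimated from steps in the low values. Replicates differed by 2.42 to 5.03 times the counting noise and were treated as separate samples.
Before the data were examined, the design, the alternatives, the marker lists, the kinase list and the rule for the genes named were set. The rule takes each gene the paper names for livers, the 5 protein kinases with the largest increase, the 2 genes with the largest change in each direction, and members of the marker lists; 1 further gene of the rule is not reported here. *Afp* and 2 further lists, of genes of the young and of the adult liver, were chosen after data had been seen. The alternatives were a pseudocount of 0.1, no expression filter, a mean FPKM of at least 1, median-ratio scaling, quantile normalization, eBayes without a trend, the replicate number as a block, each liver left out in turn, and other thresholds. For the enrichment of protein kinases, random lists matched on mean expression were a further alternative. The pairing behind the block comes from the replicate numbers in the sample labels. ChIP-seq was left out because it is not analysed here.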

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

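The tests for a mixed sample and for a mislabelled sample were chosen only after the result was seen. Signals were taken up here where a gene of the marker lists that the paper does not discuss was under 0.1 FPKM in each WT liver and above 0.5 FPKM in each *β-catenin Δ(ex3)/+* liver. The 4 Y-linked genes of the list did so, with means of 5.89 FPKM for *Ddx3y*, 9.51 FPKM for *Eif2s3y*, 0.653 FPKM for *Uty* and 0.646 FPKM for *Kdm5d* in *β-catenin Δ(ex3)/+* livers. *Xist* went the other way, with 21.2 FPKM in WT and 0.00913 FPKM in *β-catenin Δ(ex3)/+* livers. A mixed sample would show both *Xist* and the Y-linked genes above 0.1 times the other group's level, and 0 libraries did. For the WT livers this follows from the rule that picked the Y-linked genes. That rule did not use *Xist*, which was at 0.0146, 0 and 0.0128 FPKM in *β-catenin Δ(ex3)/+* replicates 1 to 3 and goes against a mixed sample there. For a mislabelled sample, 0 libraries had sex-linked genes that went against their group. The same rule ensures this for the Y-linked genes, so that count decides nothing. *Glul*, *Oat* and *Axin2* were higher in each *β-catenin Δ(ex3)/+* liver than in each WT liver, which goes against a single mislabelled sample. The sex-linked genes alone would not show an exchange of whole groups. A candidate explanation is that the WT livers came from female and the *β-catenin Δ(ex3)/+* livers from male mice. Sex and genotype cannot then be told apart for any gene in these 6 livers.
*Ccn5*, with a mean of 12.6 FPKM in *β-catenin Δ(ex3)/+* livers, and *Elovl3*, with a mean of 2.58 FPKM, were the other signals of this kind in the 18 marker lists. *Obp2a*, of the adult liver list chosen later, had a mean of 170.1 FPKM in *β-catenin Δ(ex3)/+* livers and was listed at 0 in each WT liver. *Ccn5* was at most 0.0484 FPKM and *Elovl3* at most 0.0207 FPKM in a WT liver. No technical or biological explanation was tested for these 3 genes one by one, and genotype and sex cannot be told apart for them either.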

How the results depend on the processing

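The 3 ratios of *Akt2* without a pseudocount were chosen only after the values had been seen; the other alternatives were set before. With a pseudocount of 0.1 there were 2705 differentially expressed genes, 1706 higher and 999 lower, and 36 protein kinases higher in *β-catenin Δ(ex3)/+* livers, and 1675 of the 1680 genes were among them. At an absolute log2 fold change of 1.5 there were 759, 521, 238 and 9. For the pseudocount the cause was not tested. At an unadjusted p under 0.05 there were 1700 genes and 23 kinases, *Akt2* among them. Across the other filters, scalings and eBayes without a trend, 1564 to 1678 genes were differentially expressed, and across the fits that each left out 1 liver, 1647 to 1707. Median-ratio scaling gave 868 higher and 734 lower genes, and quantile normalization 797 and 812, against 1082 and 598. Each gave 17 higher protein kinases, and 19 to 22 were higher across the fits that each left out 1 liver.
The log2 fold change of *Akt2* kept its direction in each alternative, at 0.95 after median-ratio scaling and 0.83 after quantile normalization, both under 2-fold, with adjusted p-values from 0.000998 to 0.144. It ranged from 0.61 to 1.37 across the fits that each left out 1 liver, and among the fits with an adjusted p-value only that without WT replicate 3 had *Akt2* past both thresholds, at 1.37 (limma adjusted p = 0.0472). Without WT replicate 1 its adjusted p-value was 0.000998 but its fold change was under 2. The ratio of the mean FPKM gave 1.05, the mean of the *β-catenin Δ(ex3)/+* livers over the lowest WT liver 2.46, and the largest ratio between single livers 2.50.
The odds ratio of protein kinases among the higher genes was 1.19 without the filter, against 0.786, and neither passed the test. The insulin-like growth factor binding list had odds ratios of 5.27 without the filter, 4.90 at a mean FPKM of at least 1, 4.56 after median-ratio scaling and 4.10 after quantile normalization, each with a Fisher's exact p under 0.05. At a pseudocount of 0.1 its odds ratio was 3.28 and did not pass (Fisher's exact test, p = 0.0502). It ranged from 3.94 to 4.09 across the fits that each left out 1 liver, and passed only without *β-catenin Δ(ex3)/+* replicate 3 (Fisher's exact test, p = 0.0487). The odds ratio of the fatty acid elongase list was 17.5 without the filter and 8.19 at a pseudocount of 0.1 (Fisher's exact test, p = 0.0488). It was 13.0 at a mean FPKM of at least 1, 11.4 after median-ratio scaling and 10.2 after quantile normalization, each with a Fisher's exact p under 0.05. Across the fits that each left out 1 liver it ranged from 5.31 to 14.5, and it no longer passed without *β-catenin Δ(ex3)/+* replicate 1 (Fisher's exact test, p = 0.206). *Akt1* was -0.018 after quantile normalization. The mean log2 fold change of the immediate early list was -0.031 after median-ratio scaling and -0.098 after quantile normalization. *Gapdh* ranged from -0.41 to 0.57 across the fits that each left out 1 liver. For these changes the cause was not tested. Of 726 comparisons of lists and of part of the other named genes, 716 kept their direction and side of the threshold. Of the rest, 1 became weaker, 4 stronger and 5 reversed, the reversals being those of *Akt1*, *Gapdh* and the immediate early list. For a gene the threshold joins the adjusted p-value and the fold change. A gene under 2-fold, such as *Dhodh*, can thus lose its adjusted p-value without being counted as weaker. Not every member of the marker lists was counted. Among those left out, *Igfals*, at -0.78, and *Gls2*, at -0.043, each reversed in a fit without 1 liver, to as high as 0.20 and 0.051.
With the replicate number as a block (paired by replicate block), 1673 genes were differentially expressed, 1075 higher and 598 lower, with 22 protein kinases, and *Akt2* had an adjusted p-value of 0.0650 at a log2 fold change of 1.10. The odds ratios under the block were 0.791 for kinases, 3.98 for insulin-like growth factor binding and 14.1 for elongases. Livers with the same number are different animals, and the mean correlation of their deviations from the group means was 0.0142. The alternative of values not summed per gene was not run, because each gene has 1 line in the table. The depth is an estimate, which limits what can be said of genes with low FPKM.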

Differences from the paper's values

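The ratios of *Akt2* without a pseudocount were chosen only after its values had been seen. The paper's volcano plot covers about 8400 genes in Fig. S8G, read by eye, against 13243 genes tested here. A mean FPKM of at least 1 gave 10969 genes, within 1.5 times the paper's number, and no filter gave 26528 genes.
The paper plots *Akt2* at a log2 value of about 2.4 in Fig. 4D, read by eye, on an axis titled Max_FC_RNA whose definition its text does not give. The log2 fold change here was 1.10, and none of the alternatives set before the data were examined closed the gap. After the values had been seen, 3 ratios without a pseudocount were tried. The ratio of the group means gave 1.05 and left the gap, while the mean of the *β-catenin Δ(ex3)/+* livers over the lowest WT liver gave 2.46 and the largest ratio between single livers gave 2.50. Both that reach the paper's value rest on the low WT replicate 1 and were chosen after seeing the values.
The paper places *Akt2* among the genes up-regulated by β-catenin. Here its limma adjusted p-value was 0.0609, outside the threshold of the SI Appendix methods. It was past both thresholds without WT replicate 3 (limma adjusted p = 0.0472, over a range of 0.000998 to 0.144 across the alternatives) and when the unadjusted p-value was used, which gave 23 kinases. The paper names AKT2 as the sole kinase from RNA-seq and ChIP-seq together. By RNA-seq alone 22 other kinases were higher here, and 17 kinases after median-ratio scaling or quantile normalization. Sex and genotype cannot be told apart for any of them, and the ChIP-seq is not analysed here. Fig. S8F lists protein serine/threonine kinase activity for the up-regulated genes, while the odds ratio of the kinase list here was 0.786 (Fisher's exact test, p = 0.885).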

Other observations

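The tests of blood in the tissue, of counting noise in *Akt2*, of genes that overlap *Akt2* and of the immunoglobulin genes were chosen only after the result was seen, as were the definition of a drop in 1 library and the tests that use it. The 6 livers make 10 splits into 3 and 3, of which 4 part every same-numbered pair. Among these 4, 1 split, the real one, gave as many differentially expressed genes, as many higher genes, as many lower genes, as many higher kinases, and as many of the 18 marker lists with a cameraPR adjusted p-value under 0.05. The 3 other splits that part each pair gave 0 differentially expressed genes, and 14 to 22 at an unadjusted p under 0.05 with the same fold change, and 2 to 3 marker lists, against 8 in the real split. For the enrichment of kinases and of the insulin-like growth factor binding and elongase lists the count was also 1 of 4, but with 0 genes in the other splits no enrichment can arise there, so it shows nothing about either enrichment. The 6 other splits keep a same-numbered pair together. With 3 livers in each group a split can never be rarer than 1 in 10, so a chance split of the livers cannot be told apart from the genotype by this count alone.
After correction of each library for GC content and transcript length, 1608 genes were differentially expressed, 1396 of them shared with the 1680, so GC content and transcript length do not fully account for the number. After median-ratio scaling 54.2% of the calls were higher, against 64.4%. That scaling centres the fold changes, which by itself moves the share toward an even split, so an effect of scaling between libraries cannot be told apart from a true excess of higher genes. The lower depth of the *β-catenin Δ(ex3)/+* libraries does not account for it, since 70.1% of the 666 calls with a mean FPKM of at least 10 were higher.
*Afp*, chosen after its values were seen, had 608 FPKM in WT and 2.55 FPKM in *β-catenin Δ(ex3)/+* livers, in the same direction as *H19* and *Igf2*. A candidate explanation is a difference in developmental stage. The 8 genes tested of a young liver list were all lower in *β-catenin Δ(ex3)/+* livers, 7 of them differentially expressed, with a mean log2 fold change of -2.37, lower than each of 10000 random lists matched on expression. Of 15 genes tested of an adult liver list 11 were higher and 4 lower, with a mean log2 fold change of 1.41, at percentile 97.7 of the random lists, just past the limit set for it. The sex-linked genes part the same groups, so this list does not tell stage from sex. Blood in the tissue was tested by the red blood cell list, which was also higher in WT livers, with a mean log2 fold change of -1.20, but changed less than *Afp*, *H19* and *Igf2*, at -7.42, -11.16 and -9.70. More blood in the WT livers may thus be present but does not account for the size of these changes. The labels give the same age, 8 weeks, for each mouse, which goes against a difference in stage. The expression values alone cannot tell stage, sex and genotype apart.
*Akt2* in WT replicate 1 was lower than in the other WT livers by a log2 ratio of -1.79. Counting noise does not account for the gap of 23.6 counting SDs, nor does a shift of the whole library, whose median log2 ratio was -0.0055. Of 5071 genes with a mean FPKM of at least 5, 127 (2.50%) had such a drop in 1 library of a group whose own mean FPKM was at least 5. By library there were 25, 30 and 15 drops in WT replicates 1 to 3 and 25, 24 and 20 in *β-catenin Δ(ex3)/+* replicates 1 to 3. A gene with a drop in each group, such as *Larp1*, is counted under both libraries. Overlap with another gene had an odds ratio of 1.23 for the 127 genes (Fisher's exact test, p = 0.145), and 0 genes of the table overlap *Akt2*, which leaves no overlapping gene to have taken its fragments. Genes with a drop had 5.37 annotated transcripts on average, against 5.04 in random lists (permutation p = 0.167). This mean says nothing about *Akt2* itself, which has 14, so the assignment of fragments between transcripts of 1 gene cannot be told apart from other sources of its drop. Among 79 kinases 3 had a drop, *Akt2*, *Map2k3* and *Coq8a*, named after their values were seen. A difference between the animals was not tested.
Immunoglobulin variable genes summed to 18.5 to 23.3 FPKM in WT and 73.7 to 81.8 FPKM in *β-catenin Δ(ex3)/+* livers. Replicates that share their source of RNA would show little spread in these genes, but the median SD of 46 of them was 2.61 times that of other genes of the same expression. The genes are short and counting noise is larger for them, so a shared source of RNA cannot be settled by this test.
The paper reports for livers, by other assays, that the expression of glutamine transporters was not obviously altered and that the transcripts of *Cad*, *Dhodh* and *Umps* were not altered. In the RNA-seq, the log2 fold changes of *Cad*, *Dhodh* and *Umps* were 0.56, 0.31 and 0.46 (limma adjusted p = 0.00318, 0.0425 and 0.000901), each under 2-fold and higher in each *β-catenin Δ(ex3)/+* liver. For *Dhodh* the log2 fold change was 0.21 after median-ratio scaling (limma adjusted p = 0.131) and 0.22 after quantile normalization (limma adjusted p = 0.124). Across the alternatives the limma adjusted p-value of *Dhodh* ranged from 0.00831 to 0.131, so its change depends on the processing. *Slc1a5* had 2.26 FPKM in WT and 7.62 FPKM in *β-catenin Δ(ex3)/+* livers, a log2 fold change of 1.41 (limma adjusted p = 4.33e-05), *Slc38a2* had -0.30 (limma adjusted p = 0.00483), and *Slc38a1*, under the expression filter, had -0.020 (limma adjusted p = 0.756 without the filter). *Ccnd1* had a log2 fold change of 1.38, *Lgr5* 0.32, *Cyp2e1* -0.23 and *Rps6kb1* 0.29. *Gapdh* varied between replicates, with 14.6, 3.21 and 15.4 FPKM in *β-catenin Δ(ex3)/+* replicates 1 to 3. The pericentral hepatocyte list had a mean log2 fold change of 1.75 (cameraPR adjusted p = 8.05e-27), the urea cycle list 0.78, the stellate cell and fibrosis list -0.91 and the endothelial cell list -0.64; the periportal list, at 0.42, did not pass (cameraPR adjusted p = 0.0672) but did without the expression filter (cameraPR adjusted p = 0.000549) and in 3 of the fits that each left out 1 liver, over a range of 0.000549 to 0.340 across the alternatives. None of these can be told apart from sex.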
